# Gene co-expression analysis of tomato seed maturation reveals tissue-specific regulatory networks and hubs associated with the acquisition of desiccation tolerance and seed vigour

**DOI:** 10.1186/s12870-021-02889-8

**Published:** 2021-03-01

**Authors:** Elise Bizouerne, Julia Buitink, Benoît Ly Vu, Joseph Ly Vu, Eddi Esteban, Asher Pasha, Nicholas Provart, Jérôme Verdier, Olivier Leprince

**Keywords:** Dormancy, Embryo, Endosperm, Longevity, Maturation, Transcriptome, Seed coat, Seed development

## Abstract

**Background:**

During maturation seeds acquire several physiological traits to enable them to survive drying and disseminate the species. Few studies have addressed the regulatory networks controlling acquisition of these traits at the tissue level particularly in endospermic seeds such as tomato, which matures in a fully hydrated environment and does not undergo maturation drying. Using temporal RNA-seq analyses of the different seed tissues during maturation, gene network and trait-based correlations were used to explore the transcriptome signatures associated with desiccation tolerance, longevity, germination under water stress and dormancy.

**Results:**

During maturation, 15,173 differentially expressed genes were detected, forming a gene network representing 21 expression modules, with 3 being specific to seed coat and embryo and 5 to the endosperm. A gene-trait significance measure identified a common gene module between endosperm and embryo associated with desiccation tolerance and conserved with non-endospermic seeds. In addition to genes involved in protection such LEA and HSP and ABA response, the module included antioxidant and repair genes. Dormancy was released concomitantly with the increase in longevity throughout fruit ripening until 14 days after the red fruit stage. This was paralleled by an increase in *SlDOG1–2* and *PROCERA* transcripts. The progressive increase in seed vigour was captured by three gene modules, one in common between embryo and endosperm and two tissue-specific. The common module was enriched with genes associated with mRNA processing in chloroplast and mitochondria (including penta- and tetratricopeptide repeat-containing proteins) and post-transcriptional regulation, as well several flowering genes. The embryo-specific module contained homologues of *ABI4* and *CHOTTO1* as hub genes associated with seed vigour, whereas the endosperm-specific module revealed a diverse set of processes that were related to genome stability, defence against pathogens and ABA/GA response genes.

**Conclusion:**

The spatio-temporal co-expression atlas of tomato seed maturation will serve as a valuable resource for the in-depth understanding of the dynamics of gene expression associated with the acquisition of seed vigour at the tissue level.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-021-02889-8.

## Background

Germination and seedling establishment are the first critical factors leading to crop yield. Seed vigour is an estimate of how successful a seed lot will establish seedlings under a wide range of environmental conditions [1]. The desired characteristics for the vigour of tomato seeds correspond to a high and synchronous germination, absence of dormancy, a uniform establishment of seedlings as well as the absence of abnormal seedlings [2–4]. Also, high seed longevity (i.e. the capacity to remain alive during long period of dry storage) is essential to avoid the progressive loss of seed vigour due to cellular deterioration during storage. Longevity is acquired after the establishment of desiccation tolerance (i.e. the capacity to germinate after fast drying). In commercial practice, seed vigour is difficult to achieve as it is a compilation of several traits determined by complex gene by environment interactions. Over 100 quantitative trait loci (QTL) of seed vigour have been identified in a recombinant inbred line (RIL) population originating from a cross between *Solanum lycopersicum* and the wild species *Solanum pimpinellifolium* [2, 3], showing that seed vigour is a complex multifactorial trait.

Seed development is divided in three developmental phases: first, histo-differentiation leads to the formation of the embryo, the endosperm and the seed coat [5–8]. The second phase includes a seed filling phase, characterized by the synthesis of storage reserves followed by a late maturation phase whose duration varies greatly between species [9]. During seed maturation, seed vigour traits are progressively and sequentially acquired [1, 9]. In tomato, germination and desiccation tolerance are acquired during seed filling and fruit expansion, shortly before detachment of the seed from the pericarp [6, 10]. Subsequently, during the next 35–40 days of maturation, seeds acquire their dormancy and resistance against deterioration at high moisture and temperature [6, 11]. Depending on growth conditions, the dormancy acquired during tomato seed development may be partially released at the end of seed maturation [12, 13]. In commercial practice, vigour is considered maximal when the fruit reaches a red and firm stage [11, 13]. Despite its economic importance, we have very little information about the potential longevity of cultivated *Solanum* ssp. seeds.

Information on the regulatory network governing seed maturation and acquisition of seed vigour traits has mostly been described in species such as Arabidopsis, *Medicago truncatula* [14, 15] and soybean [16, 17]. Master regulators controlling seed maturation have been identified in these species, such as LAFL genes namely *LEC1*, *ABI3*, *FUS3*, and *LEC2* [18, 19]. Characterization of their regulatory networks revealed their role in seed storage and induction of desiccation tolerance together with dormancy, longevity and degreening among vigour traits (reviewed in Leprince et al. 2017 [9]). Additional analysis of coexpression networks based on “guilt by association” in maturating seeds of *M. truncatula* and Arabidopsis has also revealed ABI3-independent pathways and additional transcription factors that are associated with seed longevity, such as ABI5, WRKY3 and NFXL1 [14]. Characteristically, in these species the fruit and seed undergo maturation drying, resulting in a loss of cellular water to below 10%, formation of the cytoplasm into solid-like state, and a state of quiescence in the seed tissues. In contrast, tomato seed maturation occurs entirely in a hydrated environment that maintains the seed moisture around 30–50% [5, 12]. Such high water content allows metabolic activities to carry on until fruit harvest and seed drying. During development, precocious germination within the fruit tissue is prevented by the negative osmotic potential of the environment of the seed, the presence of abscisic acid (ABA), and the mechanical strength of the seed coat and endosperm [12, 20, 21].

Apart from the role of ABA and gibberellins (GA) in regulating vivipary, the regulatory pathways leading to acquisition of longevity and dormancy (and possibly release) during development of tomato seeds remain unknown. It was shown that *procera* mutant seeds that do not exhibit any DELLA activity germinated much faster than wild types and died very rapidly during dry storage [22], indicating the implication of the GA signalling pathway. Another important regulator of dormancy and longevity is DELAY OF GERMINATION 1 (DOG1), whose protein levels accumulate during seed maturation and correlate with the depth of dormancy [23, 24]. In Arabidopsis, DOG1 integrates environmental cues, such as temperature, via ABA and ethylene signalling pathways [25]. In tomato, *DOG1* transcript levels increase throughout maturation [26] but how they correlate with dormancy remains to be assessed.

In tomato, the endosperm remains preponderant throughout seed maturation. Together with the maternal seed coat tissue, the endosperm is also important for seed vigour. During seed development, it plays an important role in supporting embryonic growth by supplying nutrients, protecting the embryo and controlling embryo growth by acting as a mechanical barrier [27]. During seed development in rice, endosperm also acts on seed dormancy and germination by affecting ABA signalling via sugar metabolism [28]. In tomato, the endosperm cap weakening during imbibition that results from the hydrolysis of the galactomannans within the cell walls constitutes a pre-requisite to ensure the completion of radicle emergence ([29] and references therein). After germination, storage reserves that accumulated in the endosperm are important to sustain growth during seedling emergence [3]. Moreover, across the Angiosperms, the endosperm is thought to exert a negative effect on seed longevity as endospermic seeds exhibit on average a 3-fold lower life span during dry storage than non-endospermic seeds [30, 31]. To date, genome-wide transcriptional profiling studies to identify important regulators and processes required for endosperm development have mainly focussed on cereals where most of the endosperm tissues undergo programmed cell death and drying at the end of seed development [32, 33]. In contrast, the endosperm of tomato remains alive throughout seed development.

Besides the role of the endosperm, genetic evidence indicates that the acquisition of seed vigour is also regulated via a molecular dialogue between the embryo and the seed coat [34, 35]. For example, the seed coat was found to control the development of the embryo through the synthesis of 12-oxo-phytodienoic acid (OPDA), an oxylipin occurring nearly exclusively in these tissues that represses germination [35]. While transcriptome data on whole seeds are available for tomato [26], understanding how seed vigour is acquired in tomato at the molecular level requires the study of these seed tissues individually during maturation.

Here, we identify the gene modules associated with the acquisition of seed vigour during tomato fruit ripening at the tissue level. The acquisition of vigour traits was characterized through 14 developmental stages from 15 to 90 days after flowering (DAF), including fruit over-ripening. Tissue-specific RNA-seq data were generated, and a weighted gene co-expression network analysis (WGCNA) was carried out to identify temporal and tissue-specific gene modules. Using a trait-based measure of significance, gene modules and hubs were identified that are linked to the acquisition of desiccation tolerance, longevity, dormancy release and germination under osmotic stress.

## Results

### Physiological characterization of tomato seed maturation

Different physiological traits acquired during seed maturation were characterized based both on seed age calculated after tagging the flowers (i.e. 15–90 DAF) and on the fruit ripening stages (i.e. from mature green (MG) to over-ripe fruit (red fruit + 14 d)) as shown in Fig. 1a. Seed filling occurred between 21 to 49 DAF as observed by the increase in seed dry weight (DW) and decrease in water content (Fig. 1b). During seed filling, desiccation tolerance (i.e. the ability to germinate after fast drying) was acquired from 35 DAF onwards, at the start of endosperm solidification, until 56 DAF, consistent with previous studies [5, 6]. Thereafter, seed water content remained high at 1 g H_2_O/g DW (50% fresh weight basis) throughout fruit ripening, highlighting that the developing tomato seeds do not undergo a maturation drying while they remain in the fruit. Germination percentage of artificially dried seeds progressively increased from 42 DAF until 83 DAF, corresponding to over-ripened fruits (Fig. 1c). This increase in germination was attributed to a gradual release of primary dormancy. Indeed, 100% of the dried immature seeds from the mature green stage onwards (56 DAF) germinated when they were directly imbibed in 30 mM KNO_3_, a treatment known to break dormancy [36]. Furthermore, germination speed (time to reach 50% germination, t50) increased from 4.4 d at 56 DAF to 2.3 d at 90 DAF (Fig. 1c, Additional file 1: Fig. S1). From 42 DAF onwards, seeds gradually acquired their ability to germinate at low water potential (− 0.3 MPa). In parallel, longevity (measured as P50, the period required for the seed batch to lose 50% of germination during storage, Additional file 1: Fig. S2) also increased progressively, even after the fruit red stage, considered to be optimal for seed quality (Fig. 1d). Altogether, these data pinpoint a long late maturation phase lasting over 40 days from 42 DAF onwards during which seed vigour is progressively increased.

**Fig. 1:**
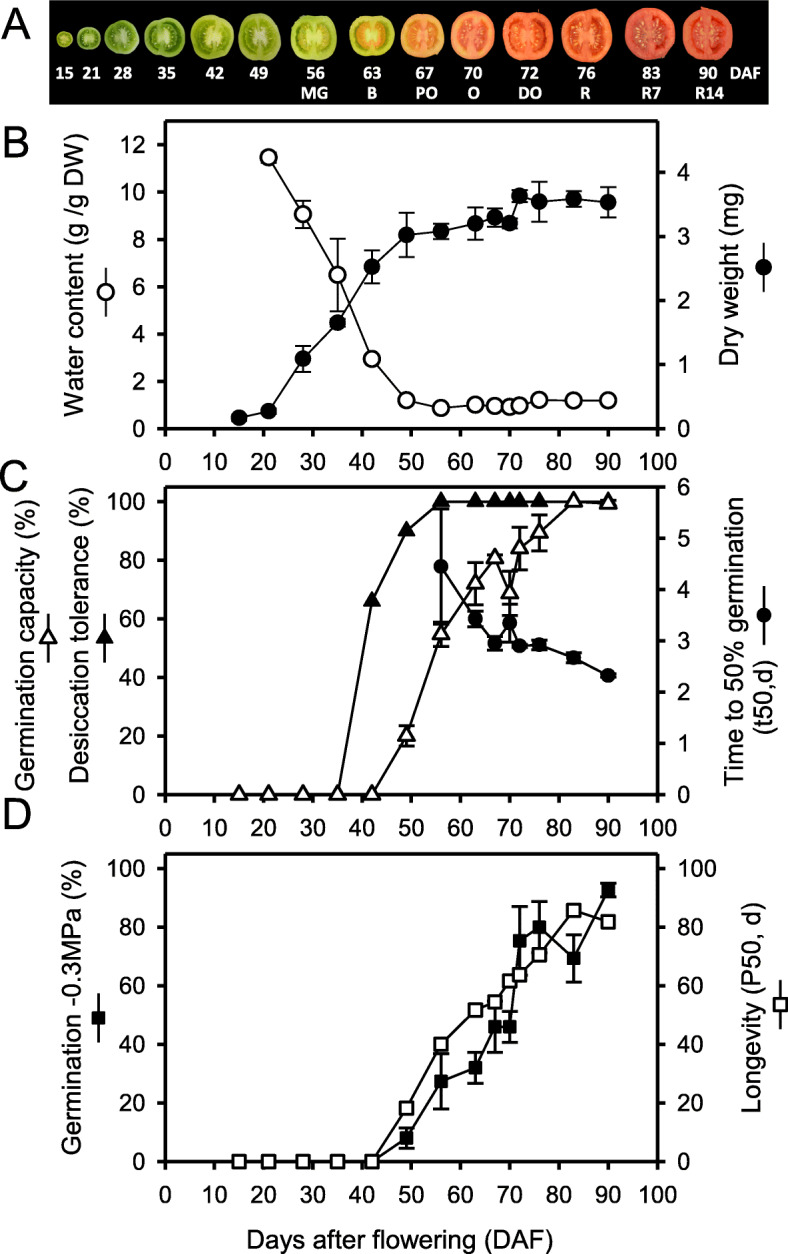
Physiological characterisation of tomato seed maturation. **a.** Time course of tomato fruit development and correspondence between seed age (days after flowering), fruit colour and fruit developmental stages (MG, mature green; B, breaker; PO, pale orange; O, orange; DO, dark orange; R, red; R7, red plus 7 days of ripening; R14, red plus 14 days of ripening). **b.** Changes in seed water content and dry weight (DW) during seed development. Data are the mean (± SD) of three biological replicates. **c.** Changes in desiccation tolerance (germination in the presence of 30 mM KNO_3_ after fast drying), germination capacity in water (germination without 30 mM KNO_3_ after fast drying) and speed of germination. Data are the average of three replicates (± SD) of 50 seeds. **d.** Acquisition of the ability to germinate under stressful conditions (− 0.3 MPa) and seed longevity (P50)

### Spatial and temporal description of the tomato seed transcriptome

To obtain a spatial and temporal representation of the seed transcriptome during development, a RNA sequencing (RNA-seq) data series of whole seeds and isolated seed tissues was obtained at 14 stages throughout seed development from 15 to 28 DAF for entire seeds (S), from 35 DAF to stage R14 for embryo (Em) and endosperm (End), and from 35 to 49 DAF for seed coat (SC). 

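RNA was sequenced from 3 biological replicates of each of 28 combinations of tissue and stage, which gave 84 libraries. Whole seeds were sampled at 15, 21 and 28 DAF, seed coats at 35, 42 and 49 DAF, and embryo and endosperm at 35, 42 and 49 DAF and at the MG, B, PO, O, DO, R, R7 and R14 fruit stages. The authors mapped single-end reads to the gene models of ITAG 4.0 with Salmon and deposited the estimated counts of 33976 genes without normalization. The total count per library lay between 16908779 and 21831199 in whole seeds (median 21593718) and between 20634792 and 22506572 in seed coats (median 21645416). It lay between 20094832 and 22734330 in embryos (median 21131949) and between 18506050 and 21997000 in endosperms (median 21105698). At this depth, 3 counts correspond to 0.134 to 0.177 CPM according to the group, and a gene with 3 counts or fewer in each library of a group was taken as not detectable there. These limits cover counting error only. Transcript levels are given in CPM, calculated from library totals, as the mean ± SD of 3 libraries. Changes between groups were estimated from the rounded counts of all libraries in a single fit with TMM normalization, and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 24676 genes. Genes with an absolute log2 fold change above 1 and an adjusted p under 0.05 were considered as differentially expressed. The 10 most abundant genes of a library held 56.4% ± 1.60 of the counts in the embryo at 42 DAF and 10.1% ± 0.409 at R14, so CPM and TMM-normalized levels differ between young and old embryos.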

Principal component analysis (PCA) was performed to compare changes between the transcriptomes of the different seed tissues and developmental stages (Fig. 2). This revealed a distinct clustering of transcript profiles corresponding to tissue types throughout development (Fig. 2a). 

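The PCA was calculated on log2(CPM + 1) of the 15211 genes past the expression and variation filters, with each gene centred and scaled and 1 point for the mean of each tissue and stage. Dim1 held 39.7% of the variance, dim2 17.6% and dim3 13.2%. On dim1, whole seeds scored from -183 to -129 and seed coats from -121 to -97.6. The embryo (from -32.4 to 64.4) and the endosperm (from -61.0 to 53.0) had higher scores that overlapped each other. Dim2 separated these tissues, with scores from 18.2 to 72.6 for the embryo and from -73.1 to -45.0 for the endosperm. Seed coats scored from -42.5 to -23.0 on dim2 and whole seeds from 14.6 to 58.7. With genes centred but not scaled, the share of dim1 rose to 50.2%, the largest move among the alternatives.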

PCA carried out on embryo and endosperm respectively (Fig. 2b and c) indicated that the major factor responsible for the variance of both datasets (Dim1, 43% of the variation explained) was aligned to the developmental stages in chronological order between 35 DAF until 49 DAF. 

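With the 11 embryo stages alone, dim1 held 44.2% and dim2 26.6% of the variance, and with the 11 endosperm stages dim1 held 51.1% and dim2 23.9%. In the embryo, the score on dim1 was -194 ± 15.7 at 35 DAF (SD of 3 libraries projected on the same axes), -115 ± 26.7 at 42 DAF and -25.1 ± 15.3 at 49 DAF. In the endosperm, it was -215 ± 18.5, -109 ± 30.3 and -40.1 ± 8.11 at the same ages. Each of these steps was larger than the SD between libraries. Dim2 also moved over this period, by -154 from 35 to 42 DAF in the embryo and by -162 in the endosperm. With TMM factors in the CPM, the share of dim1 in the embryo was 49.8%.

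**Figure D1:**
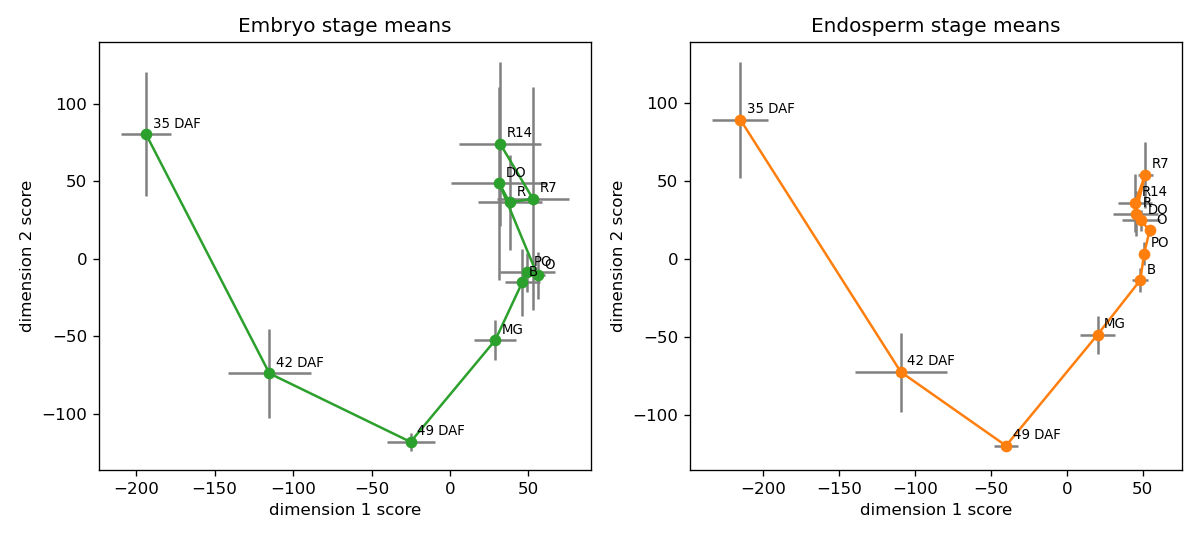
Scores of the 11 embryo and the 11 endosperm stage means on dim1 (horizontal) and dim2 (vertical) of the PCA of each tissue, with bars for the SD of the 3 libraries of a stage and lines joining the stages in order of age. The embryo moves from -194 at 35 DAF to 28.8 at MG on dim1.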

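Between 49 DAF and MG, 1751 genes were differentially expressed in the embryo, 820 with higher and 931 with lower transcript levels at MG. In the endosperm there were 3279, of which 1617 were higher and 1662 lower. Both tissues shared 725 of these genes, and 701 of the shared genes changed in the same direction. The steps before were larger, with 4898 genes from 35 to 42 DAF and 5110 from 42 to 49 DAF in the embryo, and 6833 and 4894 in the endosperm. The next step, from MG to B, changed 370 genes in the embryo and 486 in the endosperm. On dim1 of the PCA of each tissue, the step from 49 DAF to MG was 53.9 in the embryo and 60.3 in the endosperm, and on dim2 it was 65.6 and 71.1. Library totals without TMM factors, an alternative chosen after seeing the data, gave 3848 embryo genes and 3884 endosperm genes. Of these, 3468 were higher and 380 lower in the embryo, and 2789 higher and 1095 lower in the endosperm, so the split depends on the scaling. The mean log2 TMM factors of the stages differed by 0.56 in the embryo and by 0.25 in the endosperm.

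Among genes with a mean of at least 10 CPM at the higher stage and no overlap between libraries, the largest falls and rises from 49 DAF to MG were those of genes for which the files give no name. In the embryo, Solyc03g005580.2.1 had a log2 fold change of -5.21 (standard error 0.88, adjusted p = 8.96e-06) and Solyc12g017530.1.1 one of 5.51 (standard error 0.71, adjusted p = 3.28e-08), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The next were Solyc12g011010.2.1 with -4.53 (standard error 0.98, adjusted p = 0.000350) and Solyc10g012213.1.1 with 4.72 (standard error 0.45, adjusted p = 1.96e-11) from the same edgeR test and Benjamini-Hochberg adjustment. In the endosperm, the same edgeR test with Benjamini-Hochberg adjustment gave Solyc02g062890.3.1 a log2 fold change of -6.54 (standard error 0.67, adjusted p = 5.02e-12) and Solyc12g006050.2.1 one of 4.34 (standard error 0.49, adjusted p = 9.80e-11). It gave Solyc07g064210.2.1 a log2 fold change of -6.35 (standard error 0.84, adjusted p = 4.80e-09) and Solyc00g500036.1.1 one of 4.25 (standard error 0.24, adjusted p = 2.98e-21), again by edgeR with Benjamini-Hochberg adjustment.

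**Figure D2:**
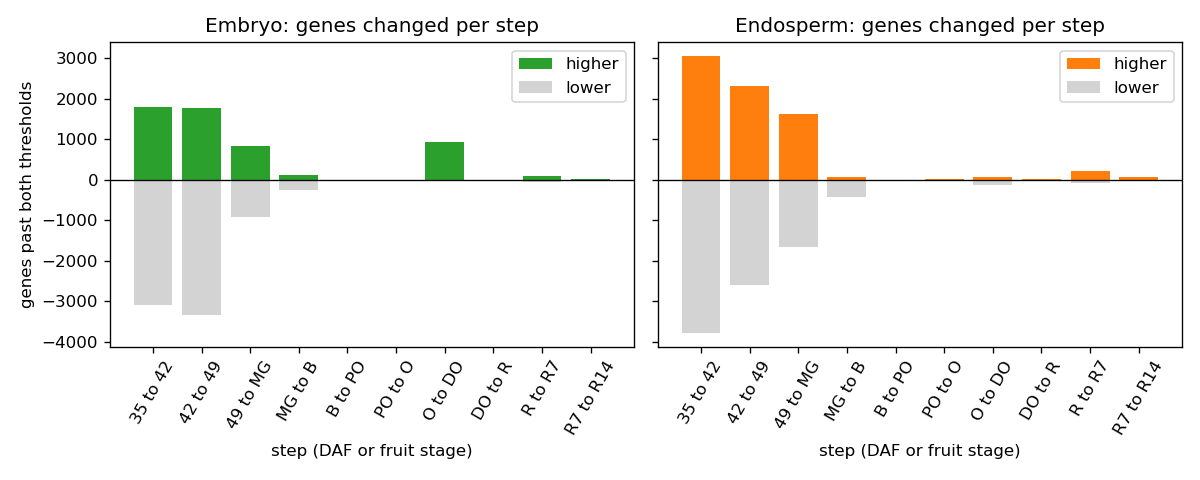
Number of genes with an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p under 0.05 (edgeR quasi-likelihood test, 3 libraries per stage) for each pair of consecutive stages in the embryo and the endosperm, with higher and lower transcript levels at the later stage drawn apart. The counts fall from 4898 (embryo) and 6833 (endosperm) at the first step to 370 and 486 from MG to B.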

A major transcriptional switch occurred between 49 DAF and mature green fruits. Thereafter, the variation was partially explained by the second dimension, which aligned transcriptome changes with the progress of fruit ripening.

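From MG to R14, the score of the embryo stages on dim2 rose with age (Pearson's r = 0.919, exact permutation p = 0.00144, adjusted p = 0.00288, over 8 stages). Spearman's rho was 0.905 (exact permutation p = 0.00456, adjusted p = 0.00913), and without the 2 ages farthest from the median r was 0.766. In the endosperm, r was 0.897 (exact permutation p = 0.00139, adjusted p = 0.00288), rho 0.976 (exact permutation p = 0.000397, adjusted p = 0.00159) and r without these 2 ages 0.984. The tests were two-sided and the Benjamini-Hochberg adjustment covered 4 relations, those of 2 dimensions in 2 tissues. They used stage means and leave out the spread between libraries, which was large in late embryos. The embryo score on dim2 was -52.4 ± 12.7 at MG, 48.7 ± 62.1 at DO, 38.9 ± 72.1 at R7 and 74.2 ± 53.0 at R14. Single steps of ripening changed few genes. By edgeR, no gene was differentially expressed in the embryo from B to PO or from PO to O (7 and 14 by DESeq2). At these steps, 1203 and 537 genes had an unadjusted p under 0.05 in edgeR. In the endosperm, edgeR gave 1 and 15 differentially expressed genes at these steps and 207 from O to DO. It gave 37 from DO to R, 299 from R to R7 and 96 from R7 to R14. In the embryo, 4 genes changed from DO to R, 152 from R to R7 and 8 from R7 to R14. Fits of only the 6 libraries compared gave no gene at any step from DO to R14 in either tissue, so these late counts depend on the fit. From O to DO the embryo had 950, but this count rests on single libraries: without DO replicate 2 or without O replicate 1 it was 0, without O replicate 3 it was 4 and without DO replicate 3 it was 2550. From the position of the stages in the PCA, the paper concludes that a major change of the transcriptome took place between 49 DAF and MG and that dim2 explained part of the later variation, along the progress of ripening.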

**Fig. 2:**
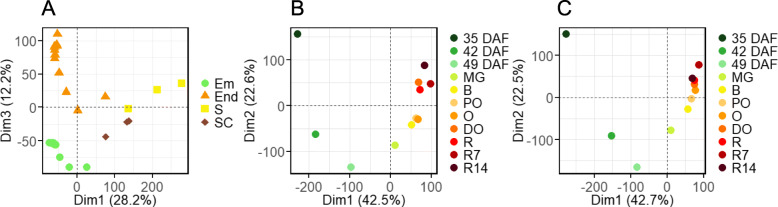
Principal component analysis of developmental transcriptome of tomato seeds. **a.** Relatedness of indicated the seed tissues (Em, embryo; End, endosperm; S whole seeds; SC, seed coat) throughout the development. **b.-c.** Developmental time-series of embryo **b** and endosperm **c**

The timing of molecular events during tomato seed development was further examined via the expression of major regulatory genes involved in embryogenesis, seed filling and seed vigour acquisition (Fig. 3, Additional file 1: Fig. S3). 

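SlFUSCA3 (Solyc02g094460.2.1) had 5.49 ± 1.23 CPM in whole seeds at 15 DAF, 53.4 ± 5.10 CPM at 21 DAF and 77.9 ± 4.85 CPM at 28 DAF (SD, n = 3 libraries). Its log2 fold change from 15 to 28 DAF was 4.21 (standard error 0.54, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.60e-09). Among the dissected tissues, the highest mean was in the embryo at 35 DAF (153 ± 18.7 CPM), followed by the embryo at 42 DAF (103 ± 35.1 CPM). From 35 to 42 DAF the embryo had a log2 fold change of -0.20 (standard error 0.46, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.806). In the endosperm, the level went from 87.6 ± 5.71 CPM at 35 DAF to 16.6 ± 18.2 CPM at 42 DAF, a log2 fold change of -2.07 (standard error 0.49, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000314). Seed coats had 4.47 ± 2.73 CPM at 35 DAF. Without replicate 2 the log2 fold change in the endosperm was -1.74, with a Benjamini-Hochberg adjusted p of 0.0610 (range over the alternatives 6.91e-07 to 0.0679) in edgeR. The upper end came from a fit of the 2 stages alone, with a log2 fold change of -2.10.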

Transcript levels of the orthologs of *SlFUSCA3*, one of the four master transcriptional regulators forming the LALF maturation network, increased from 15 DAF onwards and were maximum around 40 DAF (Fig. 3a). 

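After 42 DAF, SlFUSCA3 (Solyc02g094460.2.1) in the embryo fell to 16.4 ± 8.37 CPM at 49 DAF and to 5.74 ± 4.82 CPM at MG, where the 3 libraries held 54 to 246 counts of this gene, above the 3 counts taken as the limit of detection. The log2 fold change in the embryo from 49 DAF to MG was -2.05 (standard error 0.51, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00197). At R7 the embryo had 0.685 ± 0.263 CPM. In the endosperm the fall came earlier, with 0.388 ± 0.0975 CPM at 49 DAF and a log2 fold change from 42 to 49 DAF of -5.40 (standard error 0.69, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.12e-09). All 3 endosperm libraries were at or below 3 counts at R7, at least 607-fold lower than at 35 DAF. Without replicate 2 the edgeR test of the step from 49 DAF to MG in the embryo gave a Benjamini-Hochberg adjusted p of 0.176 (range over the alternatives 0.000175 to 0.176).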

Thereafter, transcripts rapidly decreased and were no longer detectable at the mature green stage. As a marker of seed filling, we chose the ortholog of *WRI1*, a target of *LEC2* regulating oil accumulation in Arabidopsis seeds [37]. *SlWRI1* transcript abundance followed a similar pattern as *SlFUSCA3*, being higher in the endosperm compared to embryo (Fig. 3b). 

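SlWRI1 (Solyc01g096860.3.1) had 246 ± 21.8 CPM in the embryo and 60.0 ± 5.84 CPM in the endosperm at 35 DAF (SD, n = 3). The log2 fold change of embryo over endosperm at this age was 2.53 (standard error 0.47, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.12e-06). At 42 DAF the levels were 135 ± 41.7 CPM and 17.0 ± 17.5 CPM, a log2 fold change of 3.52 (standard error 0.49, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.27e-08). The embryo then fell to 22.3 ± 11.4 CPM at 49 DAF and 3.73 ± 2.27 CPM at MG, and the endosperm to 0.683 ± 0.466 CPM at 49 DAF. Whole seeds had 73.3 ± 6.87 CPM at 15 DAF, 181 ± 12.7 CPM at 21 DAF and 182 ± 3.93 CPM at 28 DAF.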

Two *ABI3* orthologs were detected in the tomato genome. Transcript levels for *SlABI3–1* increased between 15 DAF and 42 DAF, as for *SlFUSCA*3, whereas *SlABI3–2* transcript levels reached a maximum 20 d later, around 60 DAF, when fruits were mature green (Fig. 3c, d). 

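In whole seeds, SlABI3-1 (Solyc06g083600.3.1) rose from 9.24 ± 1.12 CPM at 15 DAF to 61.0 ± 10.9 CPM at 21 DAF and 75.5 ± 5.71 CPM at 28 DAF, a log2 fold change from 15 to 28 DAF of 3.41 (standard error 0.23, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.21e-19). At 42 DAF the endosperm had 142 ± 12.5 CPM and the embryo 115 ± 14.3 CPM. The log2 fold change from 35 to 42 DAF was 0.64 (standard error 0.20, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00716) in the endosperm and 0.20 (standard error 0.20, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.488) in the embryo. SlABI3-2 (Solyc06g083590.4.1) was at 0.393 ± 0.0740 CPM in whole seeds at 15 DAF and 16.4 ± 2.50 CPM at 28 DAF. Its endosperm level rose from 5.01 ± 1.53 CPM at 35 DAF to 93.1 ± 38.4 CPM at MG, a log2 fold change of 4.31 (standard error 0.45, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.99e-13). In the embryo, SlABI3-2 had 79.9 ± 11.0 CPM at 35 DAF, 97.1 ± 39.2 CPM at MG and its highest mean, 121 ± 53.8 CPM, at R. With TMM factors the highest embryo mean of SlABI3-2 moved to 35 DAF, and without replicate 2 or replicate 3 it moved to R14. The genes are paralogs, and how the estimated counts divide reads between such genes is uncertain. The rise of SlABI3-1 in the endosperm from 35 to 42 DAF had a Benjamini-Hochberg adjusted p of 0.158 (range over the alternatives 0.00128 to 0.158) in edgeR with library totals in place of TMM factors. In the embryo, its log2 fold change over this step was 0.49 without replicate 1 and -0.15 with library totals. The former had a Benjamini-Hochberg adjusted p of 0.0442 in edgeR (range over the alternatives 0.0442 to 0.880).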

The expression of both genes preceded the acquisition of desiccation tolerance (Fig. 1c). 

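From PO to R14, the log2 fold change of SlABI3-1 (Solyc06g083600.3.1) in embryo over endosperm lay between -0.82 and -0.51, with adjusted p from 0.000582 to 0.0332 at the 6 stages (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). At MG it was 0.03 (standard error 0.20, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.969). At no stage from MG to R14 did the difference pass the log2 threshold of 1. The level of SlABI3-1 at R14 was 102 ± 24.5 CPM in the embryo and 128 ± 20.3 CPM in the endosperm. For SlABI3-2 (Solyc06g083590.4.1), the same comparison gave log2 fold changes between -0.81 and 0.76 over the 8 stages from MG to R14, with adjusted p of 0.0753 or more by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fits of the 2 groups alone gave SlABI3-2 an adjusted p of 0.00741 (range over the alternatives 0.00741 to 0.608) at B, 0.0111 (range over the alternatives 0.0111 to 0.310) at PO and 0.00109 (range over the alternatives 0.00109 to 0.214) at O (edgeR, Benjamini-Hochberg adjustment), with log2 fold changes of -0.53, -0.82 and -0.82. At PO its adjusted p was 0.0243 without replicate 1, and at R14 0.0398 (range over the alternatives 0.0398 to 0.315) with library totals. At R14, SlABI3-2 had 119.9 ± 70.2 CPM in the embryo and 61.3 ± 22.8 CPM in the endosperm. Support for the small differences of SlABI3-1 varied with the stage. Over the alternatives, the adjusted p reached 0.112 at PO, 0.102 at DO, 0.216 at R and 0.108 at R7 (edgeR, Benjamini-Hochberg adjustment). At R14 it was 0.114 without replicate 2 in edgeR (range over the alternatives 0.0105 to 0.149). Only at O did it stay under 0.05, from 1.42e-05 to 0.0263 over the alternatives run (edgeR or DESeq2, Benjamini-Hochberg adjustment).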

Thereafter, for both genes, transcript levels remained high throughout the rest of maturation, with a slightly lower expression in the embryo for *SlABI3–1* (Fig. 3c). The other two members of the LAFL network, *LEC1* and *LEC2* could not be identified with enough confidence and were not included in this study. As other representatives of ABA signalling pathway, we selected *ABI4* and *ABI5*, the latter controlling the accumulation of protective molecules involved in seed longevity in legumes [38]. 

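SlABI4-1 (Solyc03g095973.1.1) did not exceed 1.54 ± 1.92 CPM in the endosperm, reached at R, and SlABI4-2 (Solyc03g095977.1.1) did not exceed 2.65 ± 2.38 CPM, also at R. The log2 fold change of embryo over endosperm at the 11 stages lay between 3.69 and 6.95 for SlABI4-1, with an adjusted p of 1.71e-06 or less, and between 4.16 and 8.07 for SlABI4-2, with an adjusted p of 1.58e-08 or less (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). In seed coats the highest means were 0.233 ± 0.216 CPM for SlABI4-1 and 1.74 ± 0.982 CPM for SlABI4-2, at 49 DAF. Whole seeds at 28 DAF, in which the tissues were not separated, had 8.44 ± 2.07 CPM of SlABI4-1 and 14.8 ± 0.614 CPM of SlABI4-2. The identifiers of these paralogs follow each other closely, and reads could be divided between them in the estimated counts.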

Two orthologs of *ABI4* were identified, and their transcripts were detected specifically in the embryo. 

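In the embryo, SlABI4-1 (Solyc03g095973.1.1) had 3.18 ± 0.980 CPM at 42 DAF and 32.7 ± 6.35 CPM at R (76 DAF), a log2 fold change of 2.26 (standard error 0.46, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.46e-05). SlABI4-2 (Solyc03g095977.1.1) went from 28.9 ± 8.57 CPM to 97.7 ± 5.74 CPM over the same period, a log2 fold change of 0.66 (standard error 0.49, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.272). At R14 the levels were 32.0 ± 4.35 CPM and 93.8 ± 6.72 CPM. Earlier, at 35 DAF, the embryo had 15.2 ± 3.94 CPM of SlABI4-1 and 51.6 ± 11.6 CPM of SlABI4-2, and from 35 to 42 DAF the log2 fold change was -1.86 (standard error 0.46, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000841) for SlABI4-1 and -0.44 (standard error 0.49, adjusted p = 0.532) for SlABI4-2. The call for SlABI4-2 from 42 DAF to R depended on the fit. With library totals in place of TMM factors its log2 fold change was 1.76, and in a fit of the 2 stages alone 0.69 (edgeR, Benjamini-Hochberg adjusted p = 0.00207 and 0.0300, range over the alternatives 0.00207 to 0.528).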

Transcript levels increased between 42 to 76 DAF, when fruits became red, and remained high upon further ripening (Fig. 3e, f). 

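SlABI5 (Solyc09g009490.4.1) was not detectable in whole seeds at 15 DAF and was at least 22.6-fold higher at 28 DAF (4.01 ± 0.413 CPM). In the endosperm, its level went from 25.9 ± 8.00 CPM at 35 DAF to 257 ± 66.1 CPM at 42 DAF, the highest mean of this tissue, with a log2 fold change of 3.62 (standard error 0.24, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.51e-20). In the embryo, it was 27.9 ± 2.02 CPM at 35 DAF, 42.6 ± 8.73 CPM at 42 DAF, 91.6 ± 15.4 CPM at 49 DAF and 177 ± 15.4 CPM at MG. From 42 DAF to MG the log2 fold change in the embryo was 1.23 (standard error 0.22, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.96e-06). The embryo had 182 ± 17.3 CPM at R7 and 182 ± 15.2 CPM at R14, which is within the spread between replicates of the mean at MG. With TMM factors the highest embryo mean fell at MG.

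**Figure D3:**
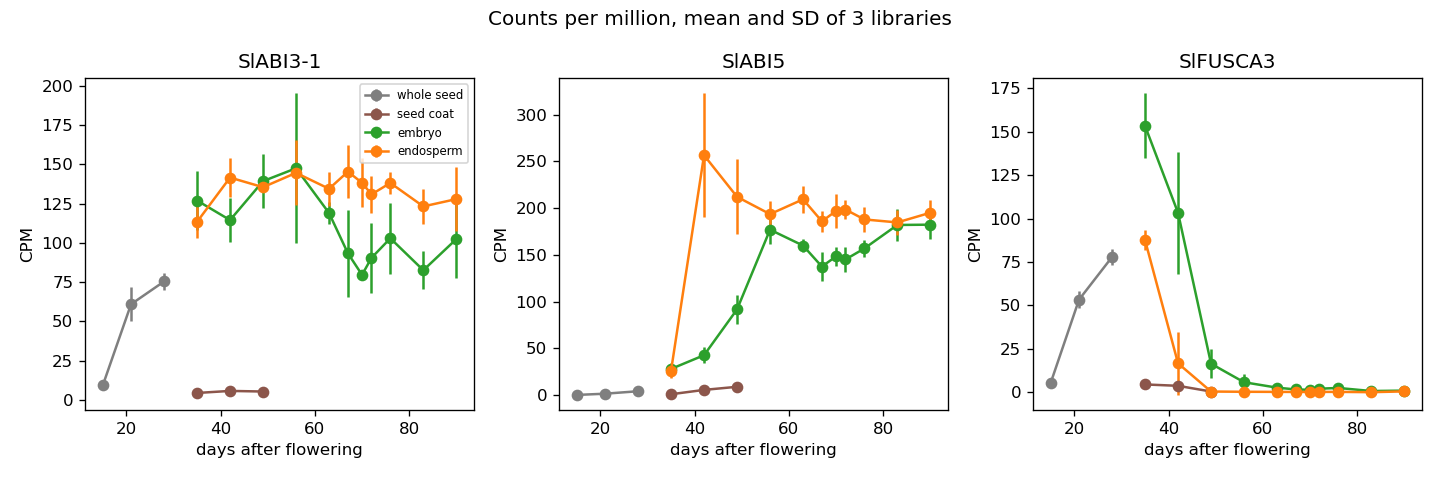
Transcript levels of SlABI3-1, SlABI5 and SlFUSCA3 in CPM (vertical axis) against age in days after flowering (horizontal axis) in whole seed, seed coat, embryo and endosperm, as means of 3 libraries with bars for the SD. SlFUSCA3 is highest in the embryo at 35 DAF (153 CPM) and SlABI5 in the endosperm at 42 DAF (257 CPM).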

*SlABI5* transcript levels increased later than *SlABI3*, but earlier than *SlABI4*, first in the endosperm, with a maximum at 42 DAF, then in the embryo, with a maximum at 56 DAF, when fruits were mature green (Fig. 3g). We also included *DOG1*, a key regulator of seed dormancy that is expressed during seed maturation in Arabidopsis downstream of *LEC1* [39], and *PROCERA*, the only DELLA annotated gene in tomato whose GRAS domain regulates dormancy and longevity [22]. 

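From 42 DAF to MG, SlDOG1-1 (Solyc02g072570.2.1) rose from 12.9 ± 3.62 CPM to 93.8 ± 23.5 CPM in the embryo and from 24.4 ± 19.2 CPM to 173 ± 33.0 CPM in the endosperm, log2 fold changes of 2.03 (standard error 0.35, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.67e-06) and 2.57 (standard error 0.36, adjusted p = 8.73e-09). The log2 fold change of embryo over endosperm was -0.38 (standard error 0.34, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.372) at 42 DAF and -0.93 (standard error 0.34, adjusted p = 0.0197) at MG. From B to R14 it lay between -1.41 and -1.03, with an adjusted p of 0.00822 or less at each stage (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). SlDOG1-2 (Solyc03g006120.4.1) was at 1.51 ± 1.57 CPM in the embryo and 67.6 ± 33.3 CPM in the endosperm at 42 DAF, a log2 fold change of embryo over endosperm of -4.95 (standard error 0.46, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.06e-14). At 49 DAF this difference was -1.57 (standard error 0.37, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000261), and from MG to R14 it lay between -0.72 and 0.04 with adjusted p of 0.105 or more by the same edgeR test with Benjamini-Hochberg adjustment. No stage from 42 DAF onwards had a higher level of SlDOG1-1 in the embryo. At 42 DAF its difference depended on the fit. The log2 fold change was -0.93 with library totals (edgeR, Benjamini-Hochberg adjusted p = 0.0171, range over the alternatives 0.0171 to 0.671) and 0.19 without replicate 1. Without replicate 2, the adjusted p of SlDOG1-1 rose to 0.125 (range over the alternatives 0.00349 to 0.125) at MG, 0.0916 (range over the alternatives 0.000509 to 0.0916) at B, 0.154 (range over the alternatives 1.69e-05 to 0.154) at O and 0.118 (range over the alternatives 0.00786 to 0.118) at R (edgeR, Benjamini-Hochberg adjustment). For SlDOG1-2, fits of the 2 groups alone gave an adjusted p of 0.00112 (range over the alternatives 0.00112 to 0.385) at MG, 0.00447 (range over the alternatives 0.00447 to 0.356) at B and 0.00468 (range over the alternatives 0.00468 to 0.761) at PO, and at MG it was 0.0348 without replicate 1 (edgeR, Benjamini-Hochberg adjustment). Whether SlDOG1-2 differs at these stages thus depends on the fit.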

Transcript levels of two *SlDOG1* genes increased from 42 DAF onwards, with higher levels in the embryo compared to endosperm (Fig. 3 i, j, Additional file 1: Fig. S3). 

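SlDOG1-1 (Solyc02g072570.2.1) in the endosperm was 214 ± 50.9 CPM at PO, its highest mean, and 136 ± 22.6 CPM at R14. In the embryo its log2 fold change from MG to R14 was -0.82 (standard error 0.34, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0451). The highest mean of SlDOG1-2 (Solyc03g006120.4.1) was 154 ± 18.4 CPM in the endosperm at 49 DAF. In the embryo, SlDOG1-2 had 43.6 ± 20.3 CPM at 49 DAF and its highest mean, 83.3 ± 5.93 CPM, at MG. By R14 its levels were 32.1 ± 8.15 CPM in the embryo and 30.6 ± 4.47 CPM in the endosperm, log2 fold changes from MG of -1.71 (standard error 0.38, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000156) and -2.31 (standard error 0.38, adjusted p = 1.83e-06). For SlDOG1-1 in the embryo from MG to R14, DESeq2 gave a Benjamini-Hochberg adjusted p of 0.0701 (range over the alternatives 0.0238 to 0.233), so its fall depends on the test.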

Whereas *SlDOG1–1* (*Solyc02g072570.2.1*) remained higher upon further maturation, transcript levels of *SlDOG1–2* (*Solyc03g006120.4.1*) peaked at 49DAF, and decreased progressively upon further maturation, in parallel with the release of dormancy (Fig. 1c). 

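SlPROCERA (Solyc11g011260.1.1) had 158 ± 10.1 CPM in whole seeds at 15 DAF, 87.5 ± 8.40 CPM at 21 DAF and 57.8 ± 6.55 CPM at 28 DAF (SD, n = 3), a log2 fold change from 15 to 28 DAF of -1.08 (standard error 0.20, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.17e-05).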

Transcript levels of *SlPROCERA* were high during early development around 15 DAF in whole seeds, consistent with previous data [26]. Thereafter, they decreased to very low levels around 35 DAF, and increased again progressively until 80 DAF (Fig. 3h). 

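At 35 DAF, the level of SlPROCERA (Solyc11g011260.1.1) was 24.1 ± 6.33 CPM in the embryo, 47.9 ± 6.08 CPM in the endosperm and 21.2 ± 1.30 CPM in the seed coat. The lowest mean was 15.4 ± 3.74 CPM, in the embryo at 42 DAF. From 35 DAF to R7 (83 DAF), the log2 fold change was 1.29 (standard error 0.20, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.33e-07) in the embryo and 2.54 (standard error 0.21, adjusted p = 1.52e-16) in the endosperm. The endosperm had its highest mean, 322 ± 68.4 CPM, at R7, and the embryo had 101 ± 33.8 CPM at R and 99.2 ± 42.0 CPM at R7.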

Transcript levels of *SlPROCERA* were 3-fold higher in the endosperm compared to the embryo, and followed a similar profile as for *SlABI4*. Both *SlABI4* orthologues and *SlPROCERA* transcripts correlated with the increase in longevity and germination under osmotic stress (compare Fig. 3 with Fig. 1d).

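The ratio of endosperm to embryo in CPM of SlPROCERA (Solyc11g011260.1.1) was 1.99 ± 0.879 at 35 DAF (SD, n = 3 pairs of libraries with the same replicate number) and 4.49 ± 1.08 at 42 DAF, the lowest and the highest of the 11 stages. The median over the stages was 2.54 ± 0.336. The log2 fold change of embryo over endosperm lay between -1.86 and -0.53, with an adjusted p of 0.0184 or less at every stage (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). At 35 DAF alone the adjusted p rose to 0.199 (range over the alternatives 0.000210 to 0.199) without replicate 1 (edgeR, Benjamini-Hochberg adjustment).

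**Figure D4:**
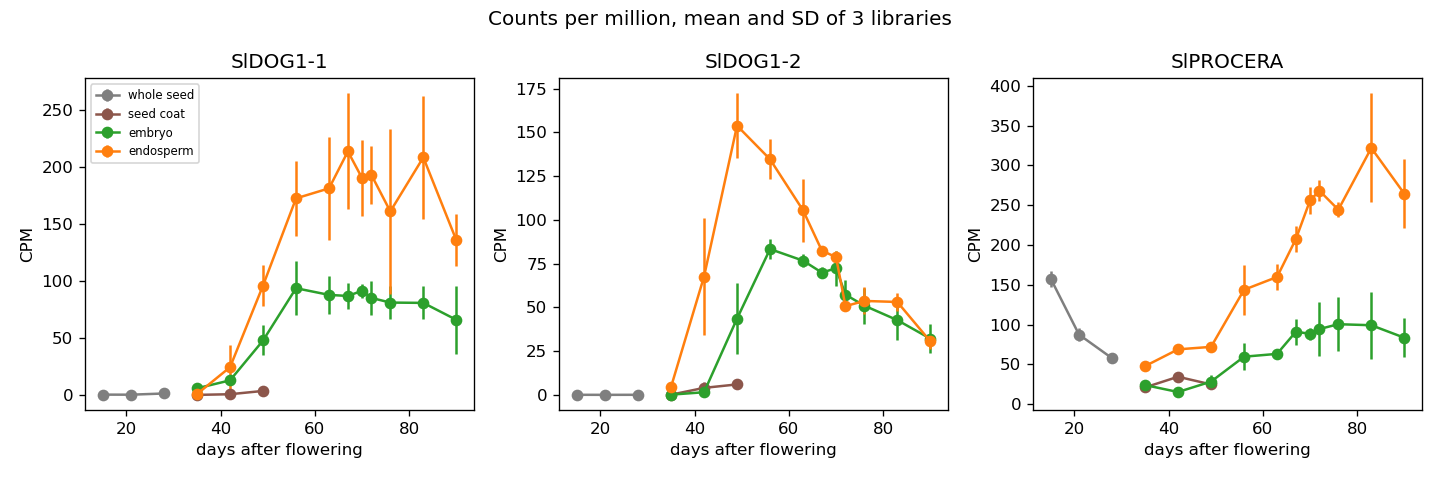
Transcript levels of SlDOG1-1, SlDOG1-2 and SlPROCERA in CPM (vertical axis) against age in days after flowering (horizontal axis) in whole seed, seed coat, embryo and endosperm, as means of 3 libraries with bars for the SD. SlPROCERA is highest in the endosperm at R7 (322 CPM), and SlDOG1-2 in the endosperm at 49 DAF (154 CPM).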

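The relations were calculated over the 11 stage means of log2(CPM + 1) in 1 tissue, with trait values read by eye from Fig. 1 and permutation p from 100000 resamples of the stages. Benjamini-Hochberg adjustment covered 564 relations of 71 genes with 4 traits. In the embryo, SlABI4-1 and longevity gave Pearson's r = 0.863 (permutation p = 0.000660, adjusted p = 0.00483) and Spearman's rho = 0.948 (permutation p = 4.00e-05, adjusted p = 0.00150), and SlABI4-2 and longevity gave Pearson's r = 0.925 (permutation p = 1e-05, adjusted p = 0.000470) and Spearman's rho = 0.989 (permutation p = 1e-05, adjusted p = 0.00113). For germination at −0.3 MPa, SlABI4-1 gave Pearson's r = 0.839 (permutation p = 0.000160, adjusted p = 0.00161) and Spearman's rho = 0.963 (permutation p = 4.00e-05, adjusted p = 0.00150), and SlABI4-2 gave Pearson's r = 0.876 (permutation p = 9.00e-05, adjusted p = 0.00110) and Spearman's rho = 0.932 (permutation p = 0.000150, adjusted p = 0.00325). Without the 2 stages farthest from the median trait value, r of these 4 relations lay between 0.898 and 0.966. SlPROCERA and longevity gave Pearson's r = 0.937 (permutation p = 0.000120, adjusted p = 0.00130) and Spearman's rho = 0.861 (permutation p = 0.00143, adjusted p = 0.0144) in the embryo and Pearson's r = 0.969 (permutation p = 1e-05, adjusted p = 0.000470) and Spearman's rho = 0.952 (permutation p = 4.00e-05, adjusted p = 0.00150) in the endosperm, where p is the smallest the resamples can give. With germination at −0.3 MPa, SlPROCERA gave r = 0.859 and rho = 0.826 in the embryo (permutation p = 0.000240 and 0.00284), and r = 0.905 and rho = 0.881 in the endosperm (permutation p = 9.00e-05 and 0.000670). Without 2 stages, r of SlPROCERA with longevity was 0.858 in the embryo and 0.942 in the endosperm. Both traits rise with age over these stages (r = 0.981 for longevity and 0.956 for germination at −0.3 MPa), and SlPROCERA had r = 0.875 with age in the embryo and 0.945 in the endosperm. The relations use CPM from library totals. Mean TMM factors rose from 0.535 at 42 DAF to 1.19 at R14 in the embryo, and from 0.768 at 42 DAF to 1.10 at R7 in the endosperm. Part of a rise in CPM can therefore come from the scaling.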

**Fig. 3:**
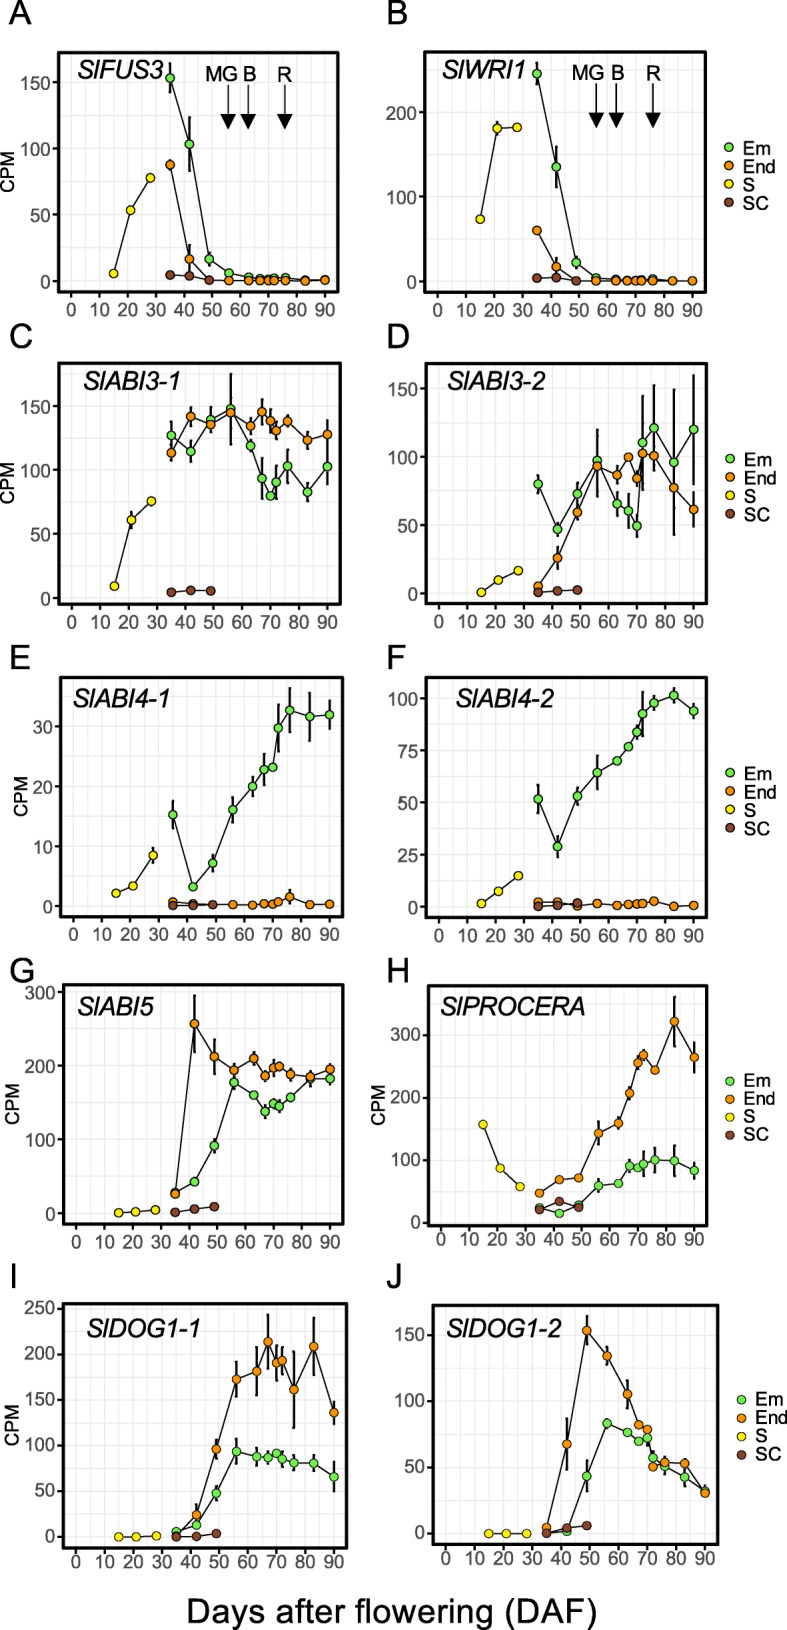
Expression profiles of key regulatory genes during seed development. **a.** Sl*FUS3*, *Solyc02g094460.2.*1; **b.** Sl*WRI1*, *Solyc01g096860.3.1*; **c** Sl*ABI3–1*, *Solyc06g083600.3.1*; **d.** Sl*ABI3–2,* Solyc06g083590.4.1; **e.** Sl*ABI4–1,* Solyc03g095973.1.1; **f.** *ABI4–2, Solyc03g095977.1.*1; **g.** Sl*ABI5, Solyc09g009490.4.*1, ***H.*** *PROCERA, Solyc11g011260.1.1*; **i.** *DOG1–1, Solyc02g072570.2.*1; **j.** *DOG1–2*, *Solyc03g006120.4.1*. Arrows indicate the following fruit maturity stages, MG, mature green; B, breaker, R, red. Data are the means (± SD) of three biological replicates. Em, embryo; End, endosperm, S, whole seed, SC, seed coat

### Identification of temporal and tissue-specific gene modules via WGCNA

To identify and characterize the temporal and tissue-specific gene modules, we carried out a WGCNA [14, 40]. 

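Of the 33976 genes in the count table, 1928 had 0 counts in each library, and 23090 reached a mean above 1 CPM in at least 1 tissue and stage. The variation filter, a coefficient of variation of log2(CPM + 1) over the tissue and stage means above 0.2, removed 7879 of them and left 15211. The pseudocount mattered most, since with 0.1 instead of 1 added to the CPM, 9366 genes passed.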

After normalization, genes with low expression value and low coefficient of variation between replicates were discarded, resulting in 15,173 genes that were used for the network analysis. The soft thresholding power to calculate adjacency was based on the criterion of approximate scale-free topology while limiting the loss of mean connectivity [41]. Here, the scale-free topology value was set at 0.8 (Additional file 1: Fig. S4A). Hierarchical clustering analysis revealed 21 distinct expression modules containing between 42 and 4602 genes, which were represented by their module eigengenes (ME, Fig. 4a, Additional file 1: Fig. S4B). The gene modules were sorted in five groups based on their expression pattern and tissue specificity (Fig. 4a). The first group corresponded to genes expressed early during seed development, both in whole seeds and in the seed coat, but not during maturation (ME20, ME15, ME1, ME9 and ME5). 

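Each module was summarised by its eigengene, the first principal component of log2(CPM + 1) of its listed members over the 84 libraries, scaled to unit variance and given as the mean ± SD of 3 libraries. Full member lists were held for ME10 and for the ME2 genes with a module membership above 0.9 only. For the others the members listed under enriched GO terms were used, which leaves 17 modules with at least 8 members and none of ME13, ME14 and ME18. The ME1 eigengene (862 genes) was 2.15 ± 0.0125 in whole seeds at 15 DAF, 1.51 ± 0.0377 and 1.98 ± 0.112 in seed coats at 35 and 42 DAF, and -0.853 ± 0.0109 in the embryo at 49 DAF, its lowest value. ME5 (251 genes) went from 4.29 ± 0.143 at 15 DAF over 2.53 ± 0.234 at 21 DAF to 0.650 ± 0.195 at 28 DAF in whole seeds, and was -0.190 ± 0.0329 in seed coats at 35 DAF.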

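ME16 (31 listed genes) was highest in the endosperm at 35 DAF (3.34 ± 0.391) and 42 DAF (3.26 ± 0.628) and fell to 1.08 ± 0.542 at 49 DAF and -0.0249 ± 0.176 at MG. In the embryo at 35 DAF it was -0.250 ± 0.137. ME11 (11 listed genes) was 2.08 ± 0.168 in the endosperm and -0.659 ± 0.145 in the embryo at 35 DAF, and 0.859 ± 0.0299 and -1.08 ± 0.0485 at R14.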

The second (ME7, ME8, ME17) and the third group (ME6, ME16, ME11, ME18, ME4) corresponded to modules with genes exhibiting an embryo- and an endosperm- specific expression, respectively characterizing the second half of the seed development (Fig. 4a). 

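The ME10 eigengene, from its 280 genes, rose in the embryo from -0.776 ± 0.126 at 35 DAF over 0.105 ± 0.236 at 42 DAF to 0.959 ± 0.00962 at MG and was 0.433 ± 0.200 at R14. In the endosperm it was -0.861 ± 0.179 at 35 DAF, 0.475 ± 0.207 at 42 DAF and 0.879 ± 0.0323 at 49 DAF. ME2 (447 genes) reached 1.38 ± 0.105 in the embryo and 0.695 ± 0.0252 in the endosperm at R7. Its lowest value was in seed coats at 35 DAF (-1.72 ± 0.0613). The listed ME19 members (11 genes) were at 2.25 ± 1.35 in the embryo at MG, with a large spread between replicates, and at 0.176 ± 0.341 in the endosperm at MG.

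**Figure D5:**
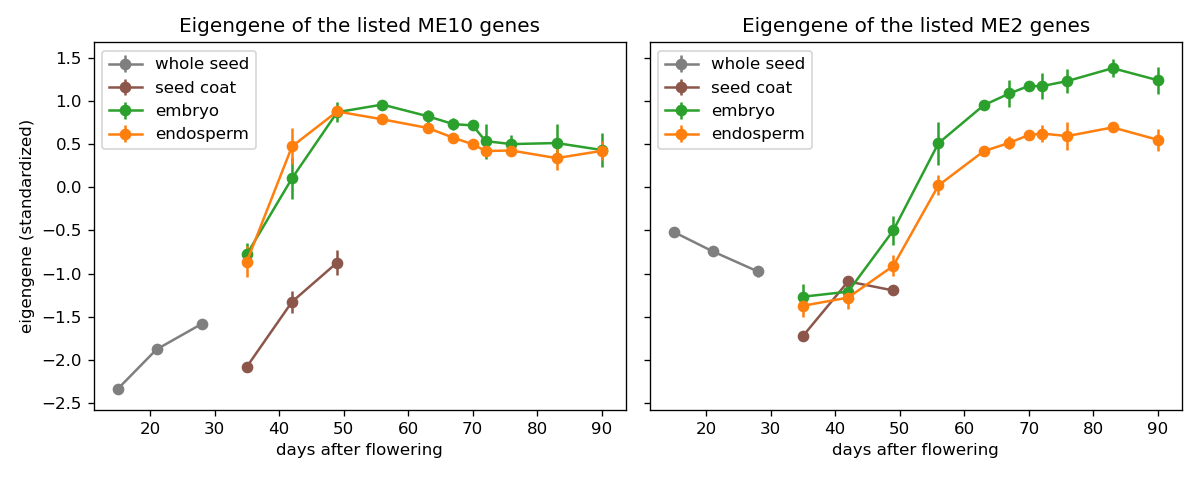
Eigengenes of ME10 and ME2 (vertical axis, in units of SD over the libraries) against age in days after flowering (horizontal axis) in whole seed, seed coat, embryo and endosperm, as means of 3 libraries with bars for the SD. ME10 reaches 0.959 in the embryo at MG, and ME2 reaches 1.38 at R7.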

The fourth group (ME10, ME19, ME2) was characterized by modules with transcripts expressed both in embryo and endosperm and specific to late maturation. The fifth group (ME3, ME13, ME14) corresponded to modules containing genes expressed first early during seed development and again later during the end of maturation. 

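In the embryo, the eigengene of the listed ME3 genes (49) fell from 0.712 ± 0.390 at 42 DAF to -0.508 ± 0.0456 at MG and was 0.124 ± 0.246 at R14. In the endosperm, it was -1.04 ± 0.0203 at MG, its lowest value, and -0.774 ± 0.0963 at R14. The late rise is small beside the level at 15 DAF (2.37 ± 0.0574 in whole seeds).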

ME12 was a hybrid module containing genes expressed in the embryo or in the endosperm. 

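The eigengene of the listed ME12 genes (37) had means between 0.371 and 1.04 at the embryo stages and in the endosperm a mean of -1.49 ± 0.103 at 49 DAF, its lowest value, and -1.12 ± 0.0321 at R14. Whole seeds at 15 DAF were at 1.37 ± 0.0420.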

ME0 consisted of genes whose expression did not fit any modules.

**Fig. 4:**
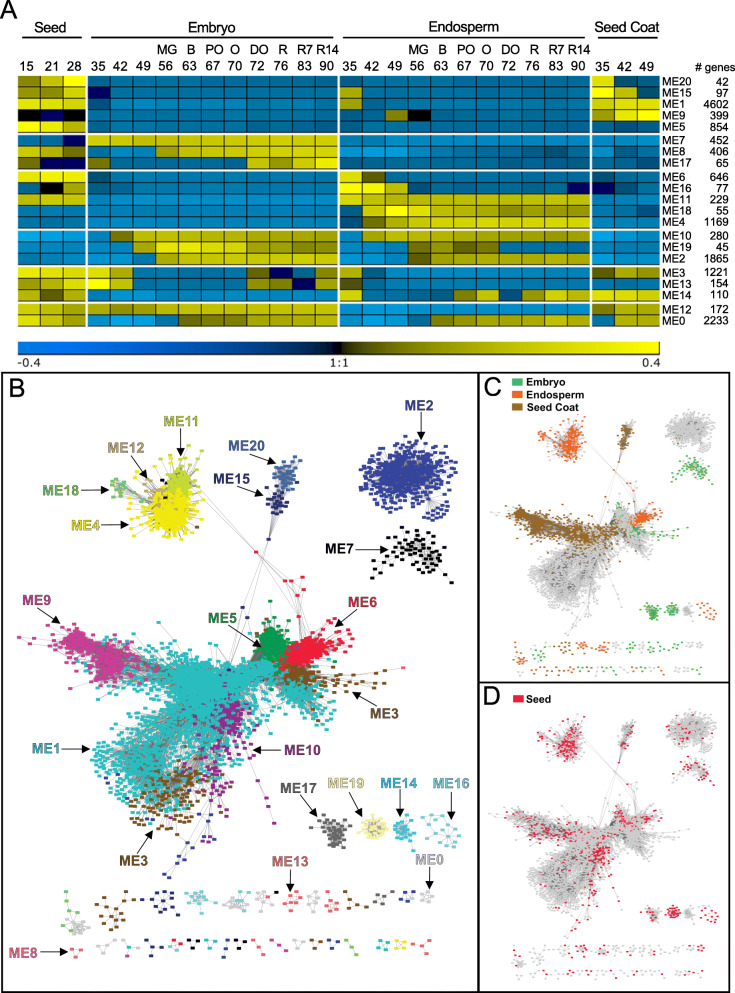
Gene co-expression network of tomato seed development. **a.** Heatmap of module eigengene expression profiles throughout development in whole seeds and indicated seed tissues. Material was harvested at the indicated days after flowering. The corresponding fruit ripening stage is also shown. Module detection is explained in Additional file 1: Fig. S4. **b.-d.** Weighted gene co-expression network visualized using Cytoscape. **b.** Projection of expression modules, each colour corresponding to one module. **c.** Projection of preferentially expressed genes in the embryo (green), endosperm (orange) or seed coat (brown). **d.** Projection of seed preferentially expressed genes (red). ME, module eigengene

To visualize the gene modules, the weighted gene co-expression network was examined using Cytoscape [42]. 

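From the 15211 genes, the topological overlap was calculated with the soft threshold of 26 given in the Methods for an unsigned network, over the 84 libraries, and pairs with an overlap of at least 0.15 were kept. This network had 6547 nodes and 411967 edges. Its size depends on the choices made before the threshold. With TMM factors in the CPM it had 5400 nodes and 294330 edges, and with a pseudocount of 0.1 1351 and 11150. With the 28 tissue and stage means it had 9753 and 933141. The Methods name an edge adjacency threshold. With 0.15 applied to the adjacency in place of the overlap, the network had 9121 nodes and 336915 edges.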

The network contained 6399 nodes and 411,826 edges on which the expression modules were projected in different colours for a topological representation (Fig. 4b). 

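The largest connected component of the recalculated network held 5572 nodes and the second 512, and 12 components had at least 10 nodes. Of the 280 ME10 genes, 186 were in the network, 185 of them in the largest component. The second component held 363 of the 365 ME2 genes in the network and no ME10 gene.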

The network was made up of a central core and several sub-networks of variable size, two of them being connected to the central core. To further characterize the network topology, we determined transcripts that were preferentially expressed in endosperm, seed coat or embryo (Additional file 2: Table S1). 

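With the highest stage mean of each tissue, from 35 DAF onwards, compared with the highest stage mean of each other dissected tissue, and a level above 1 CPM, 494 genes were embryo-preferential, 1184 endosperm-preferential and 1575 seed coat-preferential. Of the embryo-preferential genes, 285 were highest at 35 DAF and 94 at R14. With the mean over the stages of a tissue instead of the highest stage, the counts were 327, 731 and 2032.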

Preferentially expressed genes were determined as transcripts that were at least 10-fold more abundant in a tissue compared to any other seed tissues. Projection of these genes on the network revealed that embryo preferential transcripts were mostly found in three disconnected subnetworks (ME7, ME17, ME19) and at the edge of ME3 within the central core of the network (Fig. 4b-c). 

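In the recalculated network, 187 embryo-preferential genes were present. Of these, 38 were in the largest component and 149 in smaller ones. Embryo-preferential genes made up 51 of the 61 nodes of the third largest component, 32 of 35 of the fourth and 10 of 15 of the ninth.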

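Endosperm-preferential genes were 1022 of the nodes recalculated here, with 944 in the largest component. They formed 16 of the 16 nodes of the seventh and 12 of the 12 nodes of the eleventh component. Their highest stage was 35 DAF for 366 genes and R7 for 174.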

Endosperm preferential transcripts localized mostly in ME6 and in the tightly connected modules ME18, ME11, ME4. The seed coat transcriptome was also well delimited within the network, mostly represented in ME9 and ME1 and in the loosely connected subnetwork within ME15 and M20 (Fig. 4b-c). 

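Of the seed coat-preferential genes, 1335 were nodes of the recalculated network, 1301 of them in the largest component and 10 of 12 in the tenth. By stage, 350 of these genes were highest at 35 DAF, 473 at 42 DAF and 752 at 49 DAF.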

Seed preferentially expressed genes were identified as transcripts whose abundance was a least 10-fold higher than that of other tomato plant tissues that were extracted from published studies [26, 43, 44]. They were found throughout the gene network (Fig. 4d), but with a high concentration in endosperm- and embryo-specific subnetworks ME4, ME19 and ME10 modules (Fig. 4 b, d).

### Characterization of biological processes in tissue-specific modules

To gain insight into the biological processes that are specific to the different modules, Gene Ontology (GO) enrichment analysis was performed. The five most significantly over-represented GO terms per module are depicted in Fig. 5 (see Additional file 3: Table S2 for the full dataset). The modules ME5 and ME1 contained genes that are mainly expressed during early seed development and for which it was not possible to dissect the different tissues because they were not well differentiated (Fig. 5a). These modules were described by GO terms associated with cell division/growth and morphogenesis, likely reflecting the end of embryogenesis. ME1 included several GO terms associated with “response to a stimulus, light signalling, signalling molecules (karrikins, ABA, GA, brassinosteroids) and “positive regulation of seed maturation”. This latter category contained seven *bZIP* transcription factors involved in developmental reprogramming, including orthologues of *bZIP44* and *bZIP53*, known to play a role in regulating endo-β-mannase genes and germination [45]. ME1 also contained ABA synthesis genes, including *NOTABILIS* and two orthologs of other *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE* (*NCED)*. *NOTABILIS* and *SlNCED2* transcripts were highly induced early during seed embryogenesis, with *NOTABILIS* mostly present in the seed coat peaking at 35 DAF (Additional file 1: Fig. S5). 

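NOTABILIS (Solyc07g056570.1.1) had 1592 ± 222 CPM in the seed coat at 35 DAF, 4.72 ± 1.77 CPM in the embryo and 16.2 ± 3.01 CPM in the endosperm, with log2 fold changes of seed coat over embryo of 8.25 (standard error 0.65, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.01e-18) and over endosperm of 6.95 (standard error 0.61, adjusted p = 2.81e-16). In the seed coat its log2 fold change from 35 to 49 DAF was -3.50 (standard error 0.51, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.55e-08). Whole seeds had 327 ± 76.3 CPM of NOTABILIS at 15 DAF and 466 ± 157 CPM at 28 DAF. SlNCED2 (Solyc08g016720.1.1) was at 92.1 ± 3.93 CPM in whole seeds at 15 DAF, 18.0 ± 1.07 CPM at 21 DAF and 23.5 ± 4.68 CPM at 28 DAF. Its log2 fold change from 15 to 21 DAF was -2.22 (standard error 0.40, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.03e-05).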

Transcripts of *SlNCED6* increased both in the embryo and endosperm between 35 and 60 DAF. This is consistent with the Arabidopsis model where both a maternal and zygotic sources of ABA govern seed development [46]. 

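SlNCED6 (Solyc05g053530.1.1) rose in the embryo from 9.10 ± 3.70 CPM at 35 DAF to 72.6 ± 23.5 CPM at MG (56 DAF), a log2 fold change of 2.49 (standard error 0.41, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.91e-07). In the endosperm it was not detectable at 35 DAF and was at least 355-fold higher at MG (49.3 ± 9.86 CPM). From 42 DAF to MG its log2 fold change in the endosperm was 2.81 (standard error 0.42, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.05e-08).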

Over-ripening (83–90 DAF) resulted in higher transcript levels in the endosperm. Both *SlABI3* genes were also found in ME1.

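At R7 SlNCED6 (Solyc05g053530.1.1) had 54.2 ± 26.4 CPM in the endosperm and 23.3 ± 15.3 CPM in the embryo, and at R14 86.9 ± 25.6 CPM and 39.1 ± 19.5 CPM. The log2 fold change of embryo over endosperm was -1.25 (standard error 0.39, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00535) at R7 and -1.32 (standard error 0.39, adjusted p = 0.00316) at R14. Within the endosperm, the log2 fold change from R to R14 was 0.72 (standard error 0.38, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.374). With only 2 replicates the difference at R14 had an adjusted p of up to 0.0595 (range over the alternatives 0.000992 to 0.0595), reached without replicate 2, by edgeR with Benjamini-Hochberg adjustment. In a fit of the 2 groups alone, the adjusted p at R7 was 0.161 (range over the alternatives 0.00484 to 0.161) by edgeR with Benjamini-Hochberg adjustment.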

**Fig. 5:**
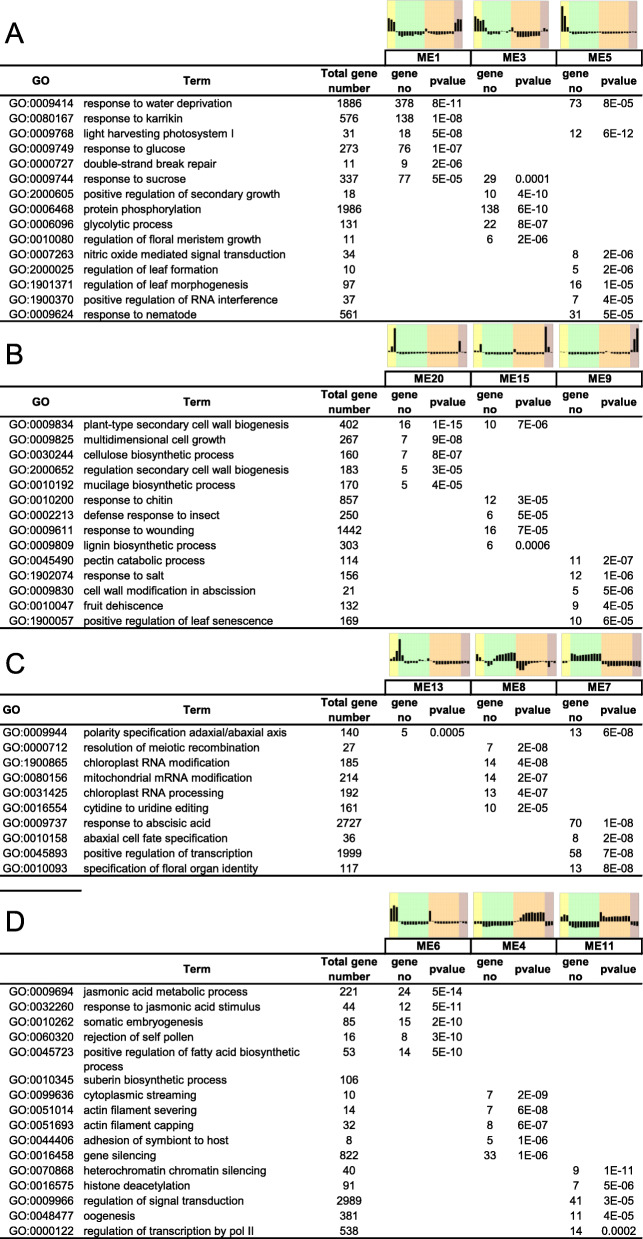
GO term enrichment analysis of general and tissue-specific expression profiles during seed development. **a.** all tissues **b.** seed coat. **c.** embryo. **d.** endosperm. Only the top 5 significantly over-represented GO terms are shown. The eigengene expression profile is shown for each ME as an aid to the eye. The different colours represent the different tissues across developmental stages as shown in Fig. 4a: yellow, whole seed (15–28 DAF); green, embryo (35–90 DAF); orange, endosperm (35–90 DAF); brown, seed coat (35–49 DAF)

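The listed ME3 genes had an eigengene of 1.96 ± 0.0156 in whole seeds at 21 DAF and 1.67 ± 0.0309 at 28 DAF. At 35 DAF it was 1.96 ± 0.138 in the embryo, 0.703 ± 0.0390 in the seed coat and 0.553 ± 0.126 in the endosperm. At 42 DAF the endosperm was already below the mean of all libraries, at -0.343 ± 0.388.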

ME3 contained genes that were highly expressed between 15 to 42 DAF in all three tissues (Fig. 5a). The module was enriched in many GO terms associated with cell division, cell plate formation, growth and plant organ morphogenesis that are typical of embryogenesis (Additional file 3: Table S2). *SlWRI1*, which controls oil synthesis by regulating C allocation between fatty acids and sucrose in developing Arabidopsis seed (Fig. 3b, Additional file 1: Fig. S3), was present in this module, consistent with the presence of GO terms reminiscent of its function such as “response to sucrose” and “acetyl-CoA biosynthetic process from pyruvate” (Additional file 3: Table S2). This module also included the master regulator *SlFUSCA3* (Fig. 3a) and *SlDOG1–1* (Fig. 3i). Considering that the increase in seed weight parallels the expression profile of the eigengene of ME3, this suggests that ME3 is a gene module regulating lipid storage reserve deposition.

#### Seed coat-preferentially expressed gene modules

Module ME20 contained genes that were highly expressed between 15 and 35 DAF and was enriched in GO terms associated with growth, cell wall biogenesis and mucilage biosynthetic process (Fig. 5b), highlighting the expansion phase of the seed and differentiation of the seed coat layers. Likewise, ME15, characterized by genes transiently expressed with a peak at 35 DAF, was also enriched with cell wall associated GO terms and included terms related to “lignin biosynthesis process” and “defense response to insects” (Fig. 5b, Additional file 3: Table S2). This suggests that these two expression modules could represent a seed coat differentiation program that will set up the protective barrier just before the acquisition of germination capacity, thereby preventing precocious germination later during maturation and protecting the reproductive organ [12]. 

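For ME20, the eigengene of 22 listed genes was 0.346 ± 0.0214 at 15 DAF, 1.15 ± 0.665 at 21 DAF and 4.32 ± 0.210 at 28 DAF in whole seeds. In seed coats it was 2.06 ± 0.606 at 35 DAF and -0.0651 ± 0.223 at 42 DAF.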

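For ME15, the eigengene of 41 listed genes was 1.46 ± 0.248 in whole seeds at 28 DAF and, in seed coats, 4.61 ± 0.354 at 35 DAF and 0.827 ± 0.296 at 42 DAF. In the embryo and the endosperm at 35 DAF it was -0.0999 ± 0.0799 and 0.496 ± 0.325.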

ME9 contained 399 genes with increased expression from 35 to 49 DAF. This module was characterized by GO terms associated with “pectin catabolism” and “abscission/senescence processes” (Fig. 5b) that include MAPKKK and several NAC transcription factors (Additional file 3: Table S2). 

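The eigengene of the listed ME9 genes (111) in seed coats went from 0.354 ± 0.0642 at 35 DAF over 2.29 ± 0.845 at 42 DAF to 4.37 ± 0.332 at 49 DAF, with -0.402 ± 0.0262 in the embryo and 0.144 ± 0.210 in the endosperm at 49 DAF.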

Interestingly, ME9 contained several pectin lyase genes such as Solyc04g015530.3.1 that are implicated in fruit abscission. 

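The pectin lyase gene Solyc04g015530.3.1 was not detectable in the seed coat at 35 DAF, had 2.36 ± 3.58 CPM at 42 DAF and 39.2 ± 19.6 CPM at 49 DAF, at least 291-fold above 35 DAF. From 42 to 49 DAF its log2 fold change was 4.24 (standard error 0.51, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.83e-10). Fitted with these 2 groups alone, edgeR gave a Benjamini-Hochberg adjusted p of 0.102 (range over the alternatives 9.06e-15 to 0.102).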

Its expression profile was consistent with the reported timing of the seed detachment from the fruit tissue in tomato [5]. It also contained the GO “response to ABA” (Additional file 3: Table S2) with several genes involved in sugar transport and synthesis of galactinol (*GolS2*, Solyc02g062590.3.1), the precursor of the raffinose family oligosaccharide (RFO, Additional file 3: Table S2, Additional file 1: Fig. S6).

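GolS2 (Solyc02g062590.3.1) rose in the seed coat from 0.327 ± 0.142 CPM at 35 DAF to 29.6 ± 11.0 CPM at 49 DAF, a log2 fold change of 5.92 (standard error 0.46, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.87e-19). It was not detectable in the embryo or the endosperm at 49 DAF, at least 215-fold and 211-fold below the seed coat. At 35 DAF the endosperm was higher, at 3777% of the low seed coat level, and the embryo was at 27.3%.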

#### Embryo-preferentially expressed gene modules

ME7, the largest embryo-specific module with genes expressed throughout the second phase of maturation, was enriched in many biological functions, including “response to ABA” (Fig. 5c) and “regulation of seed germination” (Additional file 3: Table S2), which might reflect repressing activities to avoid vivipary. 

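For ME7, the eigengene of 162 listed genes in the embryo was 1.56 ± 0.0732 at 35 DAF, 0.790 ± 0.0957 at 49 DAF and 1.35 ± 0.0632 at R14. The endosperm had -0.544 ± 0.138 at 35 DAF and -0.906 ± 0.0542 at R14, and its lowest value was -1.08 ± 0.0114, in seed coats at 49 DAF.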

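In the embryo, the eigengene of the listed ME8 genes (64) was -0.903 ± 0.0810 at 42 DAF, 0.388 ± 0.331 at MG and 1.60 ± 0.0189 at R7 (83 DAF). The endosperm was at -1.66 ± 0.113 at 42 DAF and -0.0844 ± 0.109 at R7. Whole seeds at 15 DAF also had a high value, 1.20 ± 0.0200.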

ME8 contained 406 genes whose transcripts increased between 40 and 80 DAF in the embryo. It was characterized by an over-representation of four terms associated with organelle RNA editing (chloroplast and mitochondria RNA processing, C to U editing) that was represented only by genes encoding pentatricopeptide repeat proteins. Another significant term was “resolution of meiotic recombination intermediates”. A closer look at the gene list revealed seven genes encoding helicases and topoisomerases associated with DNA repair and the stability of repetitive sequences within the genome. 

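The listed ME17 members (8 genes) had an eigengene of -0.270 ± 0.0971 at O, 1.21 ± 1.90 at DO (72 DAF) and 2.69 ± 2.80 at R14 in the embryo. The SD between the 3 replicates at R14 is larger than the mean, and at R7 the value was 1.37 ± 2.94.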

The small ME17 characterizing late embryo maturation from 72 DAF onwards did not exhibit revealing GO terms (Additional file 3: Table S2) but we noted the presence of four orthologs of *HECATE* genes, a transcription factor with versatile functions throughout development [47] and *ABA2*, involved in ABA synthesis. ME13, containing genes that were highly expressed between 15 and 42 DAF, reflecting a transcriptional program related to embryogenesis (Fig. 5c).

#### Endosperm-preferentially expressed gene modules

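The eigengene of the listed ME6 genes (173) was 2.17 ± 0.0262, 2.75 ± 0.0666 and 2.50 ± 0.122 in whole seeds at 15, 21 and 28 DAF. It was 2.10 ± 0.224 in the endosperm at 35 DAF and 0.155 ± 0.254 at 42 DAF, and -0.0767 ± 0.162 in the embryo at 35 DAF.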

The ME6 module, connected to the core ME1 and the embryo-specific part of ME3 (Fig. 4b-c) was composed of genes that were highly expressed early during development in whole seeds and in the endosperm from 15 to 42 DAF. The module was over-represented in GO terms associated with “jasmonic acid metabolism” (Fig. 5d). This GO term contained genes associated with several other phytohormones including salicylate, auxins, brassinosteroids and ABA (Additional file 3: Table S2), probably because of cross-talk between the hormone pathways, evident from the ortholog of *JASMONATE RESISTANT 1* (*JAR1*), an auxin responsive protein implicated in jasmonic acid (JA) synthesis. The GO term “somatic embryogenesis” (Fig. 5d) and “ABA activated signalling pathway” both revealed the presence of 10 orthologues of *LEC1-like.* ME6 was also enriched with GO terms associated with the regulation of fatty acid biosynthetic process, suggesting that ME6 represents an endosperm-specific expression module that is associated with late embryogenesis and seed filling. Genes in the ME18 module showed transient expression profile with a peak at 49 DAF, and were enriched in only one GO term with 5 genes related to suberin biosynthesis, very long fatty acids and cutin synthesis (Additional file 3: Table S2). This might reflect the differentiation of an epidermal barrier [48]. 

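In the endosperm, the eigengene of the listed ME4 genes (116) was 0.0287 ± 0.149 at 35 DAF, 0.143 ± 0.174 at 42 DAF, 0.561 ± 0.139 at 49 DAF, 1.17 ± 0.105 at MG and 1.49 ± 0.218 at R14. In the embryo at 42 DAF it was -0.969 ± 0.0150.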

ME4 was a large expression module representing the late phase of maturation from 42 to 90 DAF. It was enriched with “gene silencing” (Fig. 5D). ME11 with 229 genes was enriched with genes involved in “chromatin silencing”, “histone deacetylation” (Fig. 5d), “negative regulation of RNA transcription” and “signal transduction” (Additional file 3: Table S2).

### Quantification of module-physiological trait associations

Our next objective was to incorporate the acquisition of the physiological traits (Fig. 1) into the gene network (Fig. 4b) to identify modules and hub genes that might govern these traits. To achieve this, we determined which ME modules were significantly correlated with each of the measured traits based on the Pearson correlation coefficient (PCC, Fig. 6). Acquisition of desiccation tolerance showed the highest correlation with ME10 (PCC = 0.87). This module was also correlated with P50 values, albeit with a lower level of significance. 

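Over the 28 tissue and stage means, the ME10 eigengene and desiccation tolerance gave Pearson's r = 0.875 (permutation p = 4.00e-05, adjusted p = 0.000340) and Spearman's rho = 0.665 (permutation p = 0.00194, adjusted p = 0.00898). The p values come from 100000 resamples of the trait values over ages, with tissues of the same age kept together, and the adjustment covers 68 relations of 17 modules with 4 traits. Without the 2 ages farthest from the median trait value r was 0.828. Within tissues the relation rests on few stages. The embryo alone gave r = 0.919 (permutation p = 0.00844) and rho = 0.422 (permutation p = 0.197), and without 2 stages r was -0.389. The endosperm alone gave r = 0.870 (permutation p = 0.0600) and rho = 0.116 (permutation p = 0.734), and without 2 stages r was -0.641. In the paper, desiccation tolerance was complete from MG onwards. Within a tissue, r without 2 stages therefore rests mostly on stages with the same trait value, and its sign says little about acquisition. Ties among these stages also limit rho. The ME10 eigengene had r = 0.740 with age, and desiccation tolerance itself had r = 0.890 with age over the 14 ages. Over the alternatives run, r went from 0.855 (TMM factors in the CPM) to 0.919 (embryo stage means). From this correlation, the paper concludes that ME10 is related to the acquisition of desiccation tolerance.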

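With longevity (P50), the ME10 eigengene gave Pearson's r = 0.6599 (permutation p = 0.00111, adjusted p = 0.00328) and Spearman's rho = 0.403 (permutation p = 0.0917, adjusted p = 0.125). Without 2 ages r was 0.609. In the embryo alone the relation gave r = 0.475 (permutation p = 0.136) and rho = -0.0592 (permutation p = 0.867), and in the endosperm alone r = 0.305 (permutation p = 0.395) and rho = -0.360 (permutation p = 0.275).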

Modules ME3 (PCC = -0.82) and ME6 (PPC = -0.81) were negatively related to desiccation tolerance. Both modules were enriched in genes involved in fatty acid biosynthesis (Fig. 6, Additional file 3: Table S2). 

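ME3 and desiccation tolerance gave Pearson's r = -0.867 (permutation p = 4.00e-05, adjusted p = 0.000340) and Spearman's rho = -0.740 (permutation p = 8.00e-05, adjusted p = 0.000777) over 49 listed genes, and without 2 ages r was -0.816. The ME3 relation within tissues rests on few stages. The embryo gave r = -0.952 (permutation p = 0.00530) and rho = -0.578 (permutation p = 0.0683), the endosperm r = -0.970 (permutation p = 0.00844) and rho = -0.422 (permutation p = 0.197), and without 2 stages r was -0.00067 and 0.394. ME6 gave Pearson's r = -0.815 (permutation p = 5.00e-05, adjusted p = 0.000378) and Spearman's rho = -0.652 (permutation p = 0.000170, adjusted p = 0.00145), and without 2 ages r was -0.746. For ME6, the embryo gave r = -0.950 (permutation p = 0.0197) and rho = -0.358 (permutation p = 0.283), and r turned to 0.362 without 2 stages. The endosperm gave r = -0.991 (permutation p = 0.000930) and rho = -0.786 (permutation p = 0.00184), and r = -0.869 without 2 stages. As for ME10, the values without 2 stages within a tissue come mostly from stages at which desiccation tolerance was complete. They say little about its acquisition.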

All the other vigour traits (germination/dormancy release, germination speed, germination under osmotic stress and longevity (P50) were all highly associated with module ME2. 

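The ME2 eigengene and dormancy release gave Pearson's r = 0.935 (permutation p = 1e-05, adjusted p = 0.000340) and Spearman's rho = 0.871 (permutation p = 1e-05, adjusted p = 0.000340), where the p of r is the smallest the resamples can give. Germination at −0.3 MPa gave Pearson's r = 0.862 (permutation p = 0.000140, adjusted p = 0.000785) and Spearman's rho = 0.868 (permutation p = 4.00e-05, adjusted p = 0.000567), and longevity Pearson's r = 0.923 (permutation p = 1e-05, adjusted p = 0.000340) and Spearman's rho = 0.887 (permutation p = 1e-05, adjusted p = 0.000340). Without 2 ages r was 0.945, 0.892 and 0.932. In the embryo r was 0.980, 0.869 and 0.964, and in the endosperm 0.973, 0.860 and 0.953. These traits rise together over the 11 ages from 35 DAF, with r between 0.927 and 0.987 for their pairs, and the ME2 eigengene had r = 0.834 with age. The correlations therefore do not separate the traits from each other or from age. Germination speed is not analysed here. From these correlations, the paper concludes that ME2 is associated with all vigour traits acquired late.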

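The median module membership of the ME2 genes is high by choice, since the held list contains those above 0.9 in the published table. With module membership recalculated here, 434 of 447 were above 0.9 and the lowest was 0.888. Whole seeds had an ME2 eigengene of -0.518 ± 0.0493 at 15 DAF and -0.975 ± 0.0627 at 28 DAF, and the embryo -0.499 ± 0.169 at 49 DAF and 0.511 ± 0.247 at MG.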

ME2 captured the late maturation phase and represented an independent subnetwork (Fig. 4). No other modules were found to be highly correlated with any of these traits (Fig. 6, Additional file 3: Table S2).

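Apart from ME2, the largest absolute r with dormancy release was that of ME3 (r = -0.690, rho = -0.548, permutation p = 0.000630 and 0.00909, adjusted p = 0.00243 and 0.0191). With germination at −0.3 MPa it was that of ME3 (r = -0.560, rho = -0.546, permutation p = 0.00986 and 0.00925, adjusted p = 0.0186 and 0.0191), and with longevity that of ME3 (r = -0.674, rho = -0.549, permutation p = 0.000970 and 0.00898, adjusted p = 0.00314 and 0.0191). Within the embryo, the listed ME8 genes had r = 0.975 with dormancy release and r = 0.966 with longevity (permutation p = 2.00e-05 and 2.00e-05), so high values in a single tissue are not limited to ME2.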

**Fig. 6:**
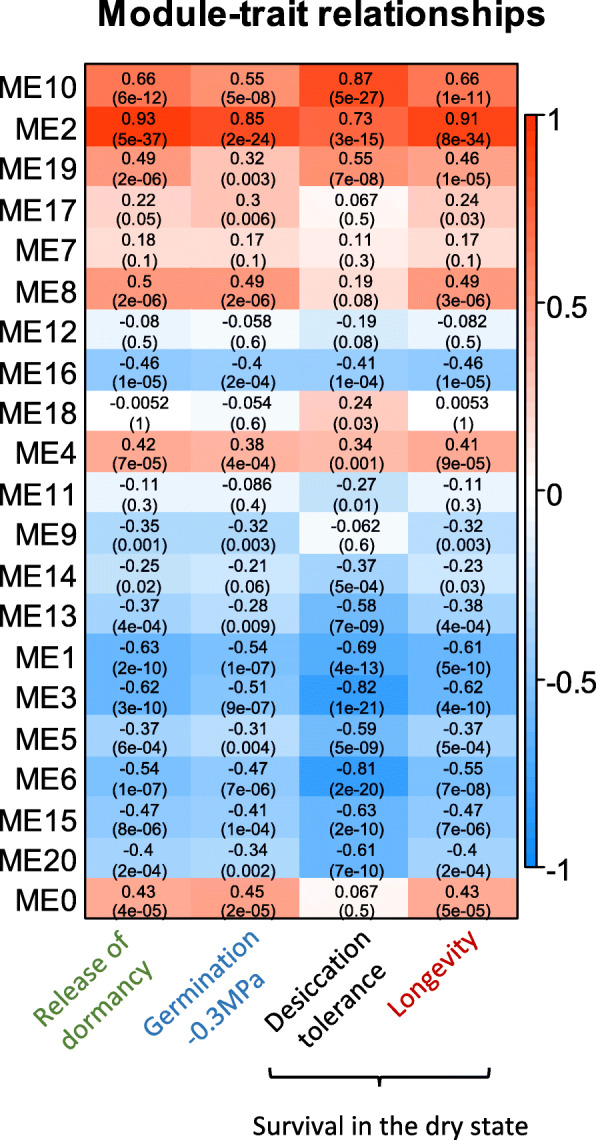
Identification of module eigengenes (ME) associated with the indicated physiological seed traits. Upper and lower value correspond to the PCC and *P*-value, respectively. The scale on the right side represents the Pearson Correlation Coefficient (PCC)

### Identification of a conserved regulatory gene module associated with desiccation tolerance

Module ME10 was highly correlated with the acquisition of desiccation tolerance and contained 280 genes, with a large number of them being preferentially expressed in seeds (Fig. 7). 

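The first principal component of the 280 ME10 genes held 81.4% of their variance. Module membership, the correlation of a gene with this component, had a median of 0.898, and 83 genes were negative, with the lowest at -0.968. These genes fall while the rest of the module rises, which an unsigned network allows.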

Over-representation analysis revealed functions related to the “TCA cycle”, “seed oil body biogenesis”, “response to desiccation” and “response to ABA” (Additional file 3: Table S2). Since genes with high connectivity are more likely to exert large effects on physiological traits ([52] and reference therein), we identified those genes with the highest intramodular connectivity, (i.e. with the highest correlation with the eigengene of the module), as well as with the highest correlation with the acquisition of desiccation tolerance. The value of module membership (MM) of each individual gene (i.e. the PCC between the gene expression profile and the module eigengene) was plotted against the gene significance value (GS, i.e. the PCC between the expression profile of each individual gene and the seed physiological trait) (Fig. 7a). The resulting correlations between MM and GS values allowed to identify 106 hub genes having both a high MM and GS value > 0.8 (Fig. 7a, squared box, Additional file 4: Table S3). 

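Gene significance, the Pearson correlation of a gene with desiccation tolerance over the 84 libraries, was above 0.8 for 106 genes, and module membership for 173. Each gene above 0.8 in gene significance was also above 0.8 in module membership, which gives 106 hub genes. With TMM factors in the CPM 67 genes passed. The squared correlation of module membership and gene significance was 0.9905, and 0.469 with absolute values.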

Analysis of the 25 top connected genes showed numerous genes with protective functions, namely 13 Late Embryogenesis Abundant (LEA) proteins from different families (dehydrins, D-34), one small heat shock protein (sHSP) and two oleosins (Table 1). 

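The 25 genes had module memberships from 0.969 to 0.987 and gene significances from 0.803 to 0.928, and 23 of them were among the 25 highest module memberships of ME10. Calculated from each replicate in turn, the largest SD was 0.00767 for module membership and 0.0295 for gene significance. The late embryogenesis abundant protein D-34 gene Solyc09g082110.4.1 had 0.986 ± 0.000375 and 0.878 ± 0.0230 (module membership and gene significance with this SD, n = 3), the dehydrin gene Solyc02g084840.3.1 0.977 ± 0.00691 and 0.885 ± 0.00775, the small heat shock protein gene Solyc04g072250.4.1 0.981 ± 0.00279 and 0.873 ± 0.0216 and the malic enzyme gene Solyc12g008430.3.1 0.969 ± 0.00513 and 0.928 ± 0.0146.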

To investigate the conserved nature, we compared our desiccation tolerance gene module with two datasets representing genes that are activated upon acquisition of desiccation tolerance in seeds of *M. truncatula* [49] and in Arabidopsis [50]. 

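In the published list of ME10 genes, 90 of 280 carry a mark for at least 1 of the data sets. Of the 186 ME10 genes that are nodes of the network recalculated here, 69 carry such a mark.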

A total of 68 transcripts of the ME10 module were present in at least one of these datasets (Additional file 5: Table S4), and were clustered in the core of ME10 (Fig. 7c). They were mostly associated with protective, detoxification and repair functions. The presence of these genes across species shows that they represent a highly conserved regulatory network governing desiccation tolerance. 

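SOMNUS (Solyc07g053750.1.1) had a module membership of 0.902 and a gene significance of 0.683, below the 0.8 used for hub genes. In the endosperm SOMNUS went from 144 ± 21.6 CPM at 35 DAF to 1039 ± 141 CPM at 49 DAF, and in the embryo from 492 ± 29.3 CPM at 35 DAF to 991 ± 176 CPM at MG. The FLT/TERMINAL FLOWER 1-like gene Solyc02g079290.3.1 had a module membership of 0.982 and a gene significance of 0.857.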

The conserved network also contained several known regulators that are important for seed vigour (Additional file 5: Table S4), such as *SOMNUS*, a CCCH-type zinc finger transcription known to negatively regulate seed germination by activating ABA biosynthesis and inhibiting GA biosynthesis downstream of phytochrome [53], *Heat Shock Factor A2* (*HSFA2*) and two genes involved in phospholipid signalling (including *FLT/TERMINAL FLOWER 1* an ortholog of *MOTHER OF FLOWERING TIME* that is regulated by the ABA signalling pathway (Table 1, Additional file 5: Table S4). 

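Both data sets mark 39 of the listed ME10 genes, and 23 of these carry the mark for the ABI3 regulon. Restricted to genes marked as nodes of the published network, the numbers are 37 and 22.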

Fifty-nine percent of genes (22 genes) belonging to this conserved desiccation tolerance network represented experimentally validated direct targets of ABI3 in Arabidopsis [51]. They were tightly connected within ME10 (Fig. 7d). Outside the ABI3 regulon, additional transcription factors (TF) and several ABA signalling/responsive proteins were found associated with the desiccation tolerance network such as an ortholog of an *ABSCISIC ACID-INSENSITIVE 5-like protein 4* and a *HVA22-like protein*. (Additional file 5: Table S4).

**Fig. 7:**
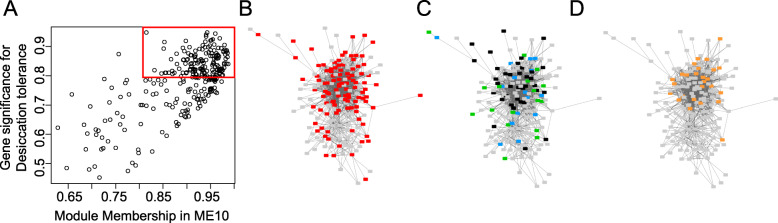
Co-expression network of ME10 revealing hub genes associated with desiccation tolerance. **a.** The relationship between gene module membership of ME10 and gene significance for desiccation tolerance (r^2^ = 0.68, *p*-value = 2.4e^− 39^). The red frame indicates highly connected genes that are highly correlated to desiccation tolerance. **b.** Topology of ME10 with seed preferentially expressed genes associated with desiccation tolerance. **c.** Topology of up-regulated genes associated with desiccation tolerance in *M. truncatula* (blue), in Arabidopsis (green), in both species (black). Data are from [49, 50], **d.** Topology of the members of the ABI3 regulon. Data are from [51]

**Table 1:** Top 25 hub genes of ME10 with transcripts that are highly connected with the module eigengene and highly correlated with the acquisition of desiccation tolerance

Gene ID	Description	GS.DT	p.GS.DT	MM.ME10	p.MM.ME10
*Solyc02g077980.3.1*	Unknown protein	0.840	1.7E-23	0.987	9.5E-67
*Solyc09g082110.4.1*	Late embryogenesis abundant protein D-34	0.878	5.1E-28	0.986	3.6E-65
*Solyc10g078780.2.1*	11 kDa late embryogenesis abundant protein	0.864	4.1E-26	0.986	4.0E-65
*Solyc07g066400.1.1*	seed maturation protein	0.887	3.2E-29	0.984	4.2E-63
*Solyc03g115370.3.1*	Diacylglycerol kinase	0.883	1.2E-28	0.984	7.0E-63
*Solyc11g042800.2.1*	Embryonic protein DC-8	0.842	1.1E-23	0.984	8.2E-63
*Solyc02g079290.3.1*	FLT/ TERMINAL FLOWER 1-like protein	0.857	2.4E-25	0.982	3.1E-61
*Solyc04g072250.4.1*	17.5 kDa class I heat shock protein	0.873	2.8E-27	0.981	2.7E-60
*Solyc09g082100.3.1*	Late embryogenesis abundant protein D-34	0.889	1.6E-29	0.980	3.7E-59
*Solyc12g098900.2.1*	Late embryogenesis abundant protein D-29	0.905	3.8E-32	0.980	4.1E-59
*Solyc03g025810.4.1*	Low-temperature-induced 65 kDa protein	0.839	2.0E-23	0.979	4.4E-58
*Solyc07g065990.1.1*	Oleosin S1–2-like	0.828	2.5E-22	0.979	4.7E-58
*Solyc09g008770.3.1*	Late embryogenesis abundant protein	0.842	1.0E-23	0.978	6.7E-58
*Solyc01g098850.3.1*	D(P)-binding Rossmann-fold superfamily protein	0.882	1.8E-28	0.977	5.1E-57
*Solyc02g084840.3.1*	Dehydrin	0.885	5.6E-29	0.977	1.1E-56
*Solyc02g091390.3.1*	Cold-regulated protein	0.819	1.8E-21	0.975	1.2E-55
*Solyc07g062990.2.1*	Late embryogenesis abundant protein 1-like	0.803	4.4E-20	0.975	1.3E-55
*Solyc01g060070.3.1*	Outer envelope pore protein 16–2, chloroplastic	0.824	6.3E-22	0.974	7.3E-55
*Solyc03g113510.2.1*	Hypothetical protein	0.817	2.7E-21	0.973	4.1E-54
*Solyc12g010820.2.1*	Late embryogenesis abundant protein	0.815	3.9E-21	0.973	7.2E-54
*Solyc02g062770.2.1*	Late embryogenesis abundant protein	0.894	2.5E-30	0.973	1.2E-53
*Solyc09g015070.3.1*	D(P)-linked oxidoreductase superfamily protein	0.821	1.1E-21	0.971	1.2E-52
*Solyc02g071760.4.1*	Oil body-associated protein 2A-like	0.809	1.3E-20	0.969	7.8E-52
*Solyc12g008430.3.1*	Malic enzyme	0.928	7.1E-37	0.969	1.1E-51
*Solyc12g038160.2.1*	Lipase	0.816	3.1E-21	0.969	1.5E-51

*GS. DT* Gene significance value associated with desiccation tolerance, *p.GS.DT* p-value of the correlation, *MM.ME10*, module membership with ME10, *p.MM.ME10 p*-value of the correlation

### Regulatory networks associated with the acquisition of seed vigour

A similar approach as for the desiccation tolerance module ME10 was used to infer the hub genes of ME2, the module that was correlated with the dormancy release, germination under osmotic stress and longevity (Fig. 8). 

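Of the 447 ME2 genes, 299 had r above 0.85 with dormancy release over the 84 libraries, 82 with germination at −0.3 MPa and 259 with longevity. The median r was 0.873 with dormancy release and 0.807 with germination at −0.3 MPa, so the smaller count for germination went with a lower median correlation.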

First, the highly connected genes with a MM > 0.9 (448 genes) were selected from the plot between MM and GS of each trait (Fig. 8a-c). A Venn diagram shows the overlap between these gene lists and revealed genes that were more correlated to a specific trait (Fig. 8 d). No hub gene was found specifically associated with germination under stress or longevity, whereas 45 genes were found exclusively for dormancy release (Fig. 8g). 

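No ME2 gene was above 0.85 for germination at −0.3 MPa alone or for longevity alone, 40 were above it for dormancy release alone and 82 for all 3 traits. The last count was 46 with TMM factors in the CPM, and 125 with r calculated over the 28 tissue and stage means.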

Over-representation analysis of the 83 common hub genes revealed an enrichment of GO terms related to “translation” and “mRNA processing/modification both in chloroplast and mitochondria” (Additional file 6: Table S5). Many genes encoding penta- and tetratricopeptide repeat containing protein were detected. Among the top correlated genes, we also found an ortholog of the SHK1 kinase binding protein1 and protein arginine methyltransferases (*PRMT5, Solyc08g005970.3.1*), a gene known to modulate pre-mRNA splicing, seed development and stress response ([54] and reference therein) and mRNA adenosine methylase (*Solyc08g066730*). 

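Over the libraries, PRMT5 (Solyc08g005970.3.1) had r = 0.937, 0.901 and 0.932 with dormancy release, germination at −0.3 MPa and longevity. The mRNA adenosine methylase gene Solyc08g066730.3.1 had r = 0.975, 0.916 and 0.965. PRMT5 rose in the embryo from 91.4 ± 6.37 CPM at 42 DAF to 1255 ± 198 CPM at R7.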

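With dormancy release and longevity but not germination at −0.3 MPa, 177 ME2 genes were above 0.85, and 148 were above it for none of these traits. As r with germination was 0.807 at the median, the sets may reflect the same threshold applied to traits with a different overall fit. This was not tested.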

The list of the 176 common genes between dormancy release and longevity was significantly enriched with mRNA processing terms also associated with the chloroplast and mitochondria (Fig. 8f, Additional file 6: Table S5). The same observation was made for the genes only correlated with dormancy. From this analysis, ME2 appeared to represent a subnetwork of regulators that couples the acquisition of seed vigour with the induction of post-transcriptional regulation both in the embryo and endosperm. Also with the genes correlating with dormancy and longevity, we detected several homologues of genes connecting light, circadian rhythm and control of flowering, such as *PHYTOCHROME AND FLOWERING TIME 1* (*PFT1*, *Solyc05g009710.4.1*), *EMBRYO DEFECTIVE 1507* (*Solyc06g065300.4.1*, a dead helicase implicated in the splicing of *FLOWERING LOCUS C* (*FLC*) [55] and *EARLY FLOWERING 4, ELF4* (*Solyc06g076960.2.1*) that synchronizes the circadian clock with light and temperature [56], an homologue of *FRIGIDA* (*Solyc04g072200.3.1*) and *PRMT5* mentioned above.

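PFT1 had r = 0.946, 0.882 and 0.932 with dormancy release, germination at −0.3 MPa and longevity over the libraries, Solyc06g065300.4.1 0.951, 0.871 and 0.937 and ELF4 0.908, 0.829 and 0.896. FRIGIDA had 0.846, 0.828 and 0.843, under 0.85 for each trait.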

**Fig. 8:**
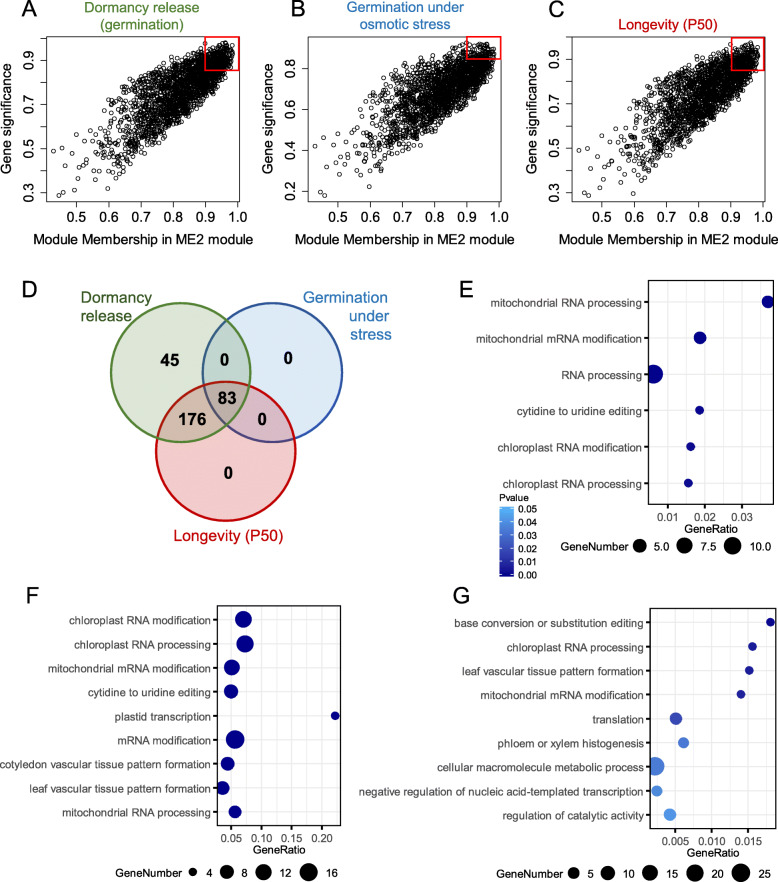
ME2 hub genes associated with seed vigour. **a.-c.** The relationship between gene module membership of ME2 and gene significance for germination (A, r^2^ = 0.8; *P* < 1e^− 200^), germination − 0.3 MPa (B, r^2^ = 0.76, *p*-value<1e^− 200^), and longevity (C, r^2^ = 0.78, *p*-value<1e^− 200^). The red frame indicates highly connected genes that are highly correlated to the indicated trait. **d.** Venn diagram of 448 top connected genes mostly correlated with dormancy release, germination under stress, and longevity. e-**g**. Major overrepresented biological functions specific to dormancy release **e**, common to dormancy release and longevity **f**, common to dormancy release, germination under stress and longevity or **g**

### Identification of tissue-specific modules correlating with physiological traits

So far, the approach taken to identify modules that correlated with seed vigour identified only those for which the module eigengene profile correlated with an increase in the acquisition of seed vigour both in the endosperm and embryo (Additional file 1: Fig. S7). However, this analysis excluded modules containing genes that were only expressed in either endosperm or embryo, because the correlation would have been highly correlated in only one of the seed tissues, thereby decreasing the overall PCC value with the trait throughout all the samples (Additional file 1: Fig. S7). 

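Of the 15211 genes past the filters, 3290 had r above 0.8 with dormancy release over the 11 embryo stage means, 2350 with germination at −0.3 MPa and 3095 with longevity, and 2017 with all of them. In the endosperm, the counts were 3247, 2112, 3172 and 2001. In 100 random orders of the stages the highest number of genes above 0.8 for all 3 traits was 235 in the embryo and 189 in the endosperm. With TMM factors in the CPM, the counts for all 3 traits were 829 in the embryo and 1249 in the endosperm.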

To identify embryo- and endosperm-specific gene modules associated to seed vigour, we retained those genes whose transcript level correlated with the acquisition of seed vigour traits either in the 11 samples of the endosperm tissue or in the 11 samples of the embryo tissue. Projection of these highly correlated genes in the embryo (Fig. 9a-c) or endosperm (Fig. 9d-f) on the network highlighted as expected, the previously identified ME2 for both tissues (− 0.8 > PPC > 0.8, Fig. 9a). 

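Fewer genes had r under −0.8, namely 748, 265 and 670 in the embryo for dormancy release, germination at −0.3 MPa and longevity, and 1540, 495 and 1300 in the endosperm. Age alone had r above 0.8 with 2626 genes in the embryo and 2640 in the endosperm, and these include 1949 and 1931 of the genes above 0.8 for all 3 traits.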

Comparison of the highlighted modules in Fig. 9 with the tissue-specific modules shown in Fig. 4b identified in addition one embryo-specific module (ME7, see arrow Fig. 9b), and one endosperm-specific module (ME4, see arrow Fig. 9d).

**Fig. 9:**
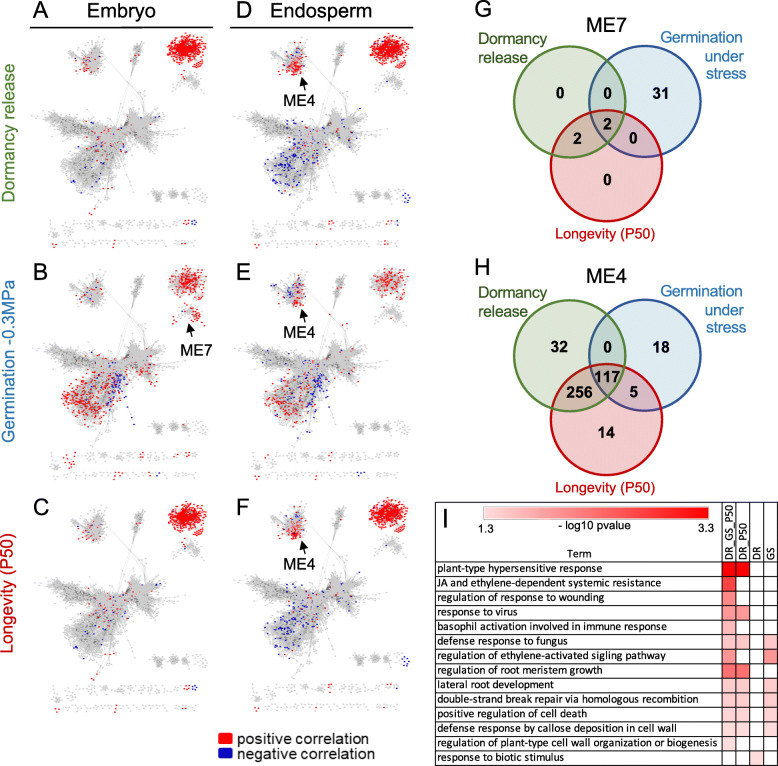
Tissue-specific hub genes associated with seed vigour. **a-f.** Distribution of positively (PCC > 0.8, red) and negatively (PCC < -0.8, blue) embryo- and endosperm-specific genes correlated with the indicated seed vigour traits on the gene network. The black arrows point to the tissue-specific subnetworks associated with seed vigour. **g-h.** Venn diagram of positively correlated genes with dormancy release, germination at − 0.3 MPa, and longevity in ME7 **g** and ME4 **h**. **i.** Comparison of most significant over-represented biological functions corresponding the different gene sets from Venn diagram **h** of ME4

The embryo-specific ME7 contained mostly genes that were highly correlated with germination under osmotic stress (Fig. 9b). 

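Within the embryo, the eigengene of the listed ME7 genes had r = 0.144, 0.354 and 0.175 with dormancy release, germination at −0.3 MPa and longevity (permutation p = 0.668, 0.286 and 0.605, over 11 stages) and rho = 0.352, 0.429 and 0.383 (permutation p = 0.286, 0.188 and 0.243). Without the 2 stages farthest from the median trait value, r was 0.936, 0.810 and 0.947, so the relations depend on the stages included.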

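With dormancy release, SlABI4-1 in the embryo gave Pearson's r = 0.872 (permutation p = 0.000760, adjusted p = 0.00536) and Spearman's rho = 0.927 (permutation p = 0.000170, adjusted p = 0.00331), and without 2 stages r was 0.974. SlABI4-2 gave Pearson's r = 0.919 (permutation p = 2.00e-05, adjusted p = 0.000664) and Spearman's rho = 0.954 (permutation p = 4.00e-05, adjusted p = 0.00150), and without 2 stages r was 0.937. In the endosperm, where both genes have low levels, r with dormancy release was 0.0718 and -0.347 (rho = 0.105 and -0.320). These relations also use CPM from library totals, so part of the rise in the embryo can come from the scaling.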

A Venn diagram depicting the genes correlating with the different traits in the ME7 module that is depicted in the network shows that only two genes (*Solyc03g095977.1.1* and *Solyc03g095973.1.*1) were found in common between the three vigour traits (Fig. 9g). Both were identified as paralogs of *ABI4*, a versatile transcription factor known to regulate dormancy in Arabidopsis [57]. The two genes that were in common between dormancy release and longevity encoded a GDSL-type esterase/lipase and *AINTEGUMENTA-like 5* (*AIL5*), also known as *CHOTTO1*. 

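With germination at −0.3 MPa over the 11 embryo stage means, r was -0.0595 for SlBLH4, 0.332 for BLH2, 0.227 for SlTBL39, -0.114 for the UDP-glucosyl transferase and 0.171 for the lipid-transfer protein gene. Permutation p lay between 0.312 and 0.878 (adjusted p between 0.408 and 0.905), and rho between 0.0548 and 0.306 (permutation p between 0.353 and 0.875, adjusted p between 0.613 and 1). Leaving out 2 stages, r lay between 0.0842 and 0.695. None of these genes reached 0.8 over all stages. SlBLH4 (Solyc02g065490.4.1) had its highest mean at 35 DAF (17.4 ± 4.25 CPM) and was at 1.05 ± 0.317 CPM at MG. The lipid-transfer protein gene differed strongly between replicates of late stages, with 64.4, 108 and 2113 CPM in the 3 embryo libraries at R7 and 2343, 684 and 177 CPM at R14.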

Among the 31 genes only correlated with germination under stress, three TFs and two enzymes point to a role of cell wall such as orthologues of *BEL1-Like HOMEODOMAIN 4* (*SlBLH4*, *Solyc02g065490.4.1*) and *BLH2* (Solyc04g079830.2.1), both implicated in the regulation of pectin demethylesterification, a homologue of *TRICHOME BIREFRINGENCE Like 37* (*SlTBL39*, *Solyc03g006220.4.1*), a UDP-glucosyl transferase (*Solyc05g053120.1.1*) implicated in lignin metabolism and a member of lipid-transfer protein family (*Solyc10g075050.2.1*, Additional file 2: Table S1). Also, genes implicated in the regulation of cellular growth and organellar cell identity were represented as shown by the presence of a homologue of *BLH8* (*Solyc11g069890.3.1*), *GROWTH-REGULATING FACTOR 5* (*Solyc07g041640.3.1*), *NAC DOMAIN CONTAINING PROTEIN 33* (*Solyc12g017400.3.1*) and *KANADI2* (*Solyc06g066340.4.1*).

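Within the endosperm, the eigengene of the listed ME4 genes had r = 0.949, 0.810 and 0.926 with dormancy release, germination at −0.3 MPa and longevity (permutation p = 0.000270, 0.00159 and 0.000150, over 11 stages), and rho = 0.616, 0.557 and 0.679 (permutation p = 0.0482, 0.0794 and 0.0260). With 2 stages left out, r was 0.855, 0.798 and 0.802.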

The endosperm-specific module ME4 contained many genes that correlated strongly with dormancy release and longevity, and to a lesser extend with germination under osmotic stress (arrow Fig. 9d-f). Most of the positively correlated genes in this module (442) were found for all three traits (26%, 117 genes) or correlated with dormancy release and longevity (58%, 256 genes). A GO enrichment analysis revealed functional overlap between these two datasets (Fig. 9i, Additional file 7: Table S6). Both of them exhibited several terms broadly associated with defence response against pathogens. A more detailed look at the genes present in these gene lists identified several paralogs encoding different transposases, a DDE-4 domain-containing protein that is also closely associated with transposase activity and a SNF2 helicase, associated with DNA repair. Six paralogs encoding a serine/threonine-protein phosphatase 7 long form-like protein were found in common between germination and longevity and seven of them common to the three traits. This gene (*aka MAINTENANCE OF MERISTEMS LIKE-3, MAIL3*) participates in transposable element silencing [58]. Additional genes associated with DNA repair (*Solyc01g105520.3.1*, *Solyc01g105530.3.1*, *Solyc01g109460.3.1*) were found among genes correlating with the three traits. This suggests that a process related to genome stability is actively initiated. 

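In the endosperm, Solyc01g105520.3.1 had r = 0.974, 0.875 and 0.963 with dormancy release, germination at −0.3 MPa and longevity, Solyc01g105530.3.1 0.973, 0.878 and 0.959 and Solyc01g109460.3.1 0.872, 0.734 and 0.876. The permutation p of these 9 relations was 0.00221 or less (adjusted p 0.00943 or less), and rho lay between 0.795 and 0.916 (permutation p 0.00525 or less, adjusted p 0.0293 or less). Without 2 stages r lay between 0.653 and 0.928. In the embryo r of the same genes lay between 0.655 and 0.909.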

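The OPDA reductase gene Solyc11g032230.3.1 had r = 0.876, 0.704 and 0.852 with dormancy release, germination at −0.3 MPa and longevity over the endosperm stage means (permutation p = 0.000380, 0.00654 and 0.000450, adjusted p = 0.00315, 0.0221 and 0.00368), and rho = 0.735, 0.603 and 0.715 (permutation p = 0.0134, 0.0549 and 0.0172, adjusted p = 0.0591, 0.190 and 0.0699). Leaving 2 stages out gave r = 0.819, 0.767 and 0.747. It was not detectable in the embryo at any stage, and in the endosperm its level was 0.582 ± 0.121 CPM at 35 DAF and 9.17 ± 2.19 CPM at R7.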

Next, both data sets contained genes with signalling function associated with dormancy, namely an OPDA reductase (*Solyc11g032230.3.1*), GA signalling (*GAMYB*, three paralogs of *RGA-like 3*, a GA signalling repressor inhibiting testa rupture) and two *ETHYLENE INSENSTIVE 3* (Additional file 7, Table S6). The common lists also showed many genes associated with cell wall activity, including 14 UDP-glycosyl transferases. The list of genes specifically correlated with the release of dormancy contained many genes with unknown function (Additional file 7: Table S6). A closer look at the 14 genes correlated specifically with longevity revealed orthologs of known regulators of ABA/GA signalling pathways such as *PYL5*, an ABA receptor and *RAV1* (Related to ABI3/VIP1), a B3 transcription factor modulating the expression of *ABI3*, *ABI4*, and *ABI5* [59].

## Discussion

### Late seed maturation defines a transcriptional program associated with seed vigour

Late seed maturation corresponds to the period of maturation during which seed filling is mostly terminated and seed vigour traits are acquired [9]. Within the tomato co-expression network, the expression module ME2, the endosperm-specific ME4 and the embryo-specific ME7 captured this period. Our PCA analysis of transcriptional changes together with the topology of gene modules, the expression profiles of marker genes and acquisition of vigour traits revealed that the onset of this phase starts at around 49 DAF. This also represents the moment when it became impossible to extract intact RNA from the seed coat, suggesting that its demise would be part of the late maturation program in tomato. In relation to fruit development, late seed maturation starts at least 10 days before the onset of fruit ripening or breaker stage.

Throughout late seed maturation, the seed moisture content remained high at around 50%, unlike seed development described so far at the molecular level in other species. Therefore, mechanisms involving both ABA synthesis and a low water potential within the embryo and around the developing seeds are thought to be necessary to avoid vivipary [10, 12]. In tomato, ABA content increases in the various seed tissues at around 30 days of development [10] and consistent with this, many ABA synthesis genes were found in ME1. Increasing strength of the seed coat might restrict embryonic growth [12, 60] and evidence for this was found in the seed coat specific ME15. In addition, the GO enrichment analysis of all expression modules also points to an important role of late maturation ME7 and ME12 modules in repressing vivipary and highlights putative candidate genes. Both modules are enriched in “negative regulation of germination” (GO:0010187). Within this GO term, ME12 contains hub genes corresponding to two zinc finger CCCH domain-containing proteins with respectively two and three copies. Arabidopsis seed mutants of one of the genes, *OXS2*, exhibits ABA insensitivity during germination [61]. ME7 included *SlABI4*, *SlABI5-like* and eight transcriptional regulators that are connected to, or essential for the establishment of the root quiescent center and auxin transport, including several AP2-EREP (e.g. *AIL5*, *BABYBOOM*, *PLETHORA2, SCARECROW*) and two *BHLH* transcription factors (*PHYTOCHROME INTERACTING FACTOR 8, (PIF8)* suppressing germination in Arabidopsis [62] and *ABNORMALROOT5* (ABS5) regulating vascular development and root apical meristem and auxin homeostasis. Therefore, the root apical meristem might be important in regulating pathways repressing vivipary via auxins and ABA.

Next to repressing germination while inducing seed vigour, the late maturation phase is also characterized by many GO terms related to post-transcriptional regulation, mRNA processing and gene silencing both in the embryo and endosperm. This was also found in *M. truncatula* [15], suggesting the need to reshuffle mRNA transcript population to keep those that will be mobilised to ensure germination [63, 64]. Considering that tomato seeds mature in a hydrated environment, this reshuffling is apparently not induced by maturation drying. In dry Arabidopsis seeds, stored mRNAs are conserved in ribonucleo-complexes forming mono-and polysomes that have been identified [63]. Comparison of these stored mRNAs with the tomato data sets revealed no significant overlap with monosomes (between 0.1 and 2% according to the ME) whereas in Arabidopsis, they represented 50% of the stored transcripts. It is tempting to speculate that mRNA storage in monosomal complexes might represent a specific form associated with dry seeds. Nevertheless, genes in ME2 might be necessary to synthesize the ribonucleosomal machinery that will form monosomes upon drying after harvest or during seed dispersal. This is supported by the significant enrichment of terms such as “ribosomal subunit biogenesis” that were found only in ME2. There was a significant overlap (22%) between ME2 and the Arabidopsis transcripts associated with polysomes in dry seeds compared to other tomato expression modules (3.6% overlap). Among the 22% (125) transcripts, 27 were highly correlated with the increasing vigour, making them putative candidates genes regulating post-transcriptional processes. Half of them encode tetra/pentatricopeptide-repeat domain protein, opening a new research avenue for these poorly understood domain proteins.

### Hubs genes associated with acquisition of desiccation tolerance might also contribute to longevity

Desiccation tolerance was acquired during the seed filling phase (Fig. 1), as previously observed by De Castro et al. 2006 [6] and corresponded to the gene co-expression module ME10. The comparison of ME10 genes with those previously identified with desiccation tolerance in two non-endospermic seeds [49, 50, 65] revealed a conserved network of 37 genes encoding a wide range of functions including protection (LEA and HSP), metabolism, antioxidant (1-cys-peroxiredoxins) and signalling/transcription (e.g. SOMNUS, *Solyc07g053750.1.1*). Out this conserved network, 59% (22 genes) were associated with the ABI3 regulon, confirming that it is under the regulation of ABI3 both in the embryo and endosperm. ME10 contains not only hub genes implicated in desiccation tolerance but also several genes whose loss of function leads to decreased longevity in Arabidopsis (Additional File 5: Table S4). These genes are associated with DNA and protein repair (*PARP3*, *Solyc11g067250.3.1* [66], *MSRB1 Solyc07g062060.3.1* [67] and antioxidant mechanisms (a lipocalin *Solyc07g005210.3.1* [68], a malic enzyme *Solyc08g066360.3.1*, *Solyc12g008430.3.1* [69], reviewed in Sano et al. [70]). 

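PARP3 had a module membership of 0.932 and a gene significance of 0.818, MSRB1 a module membership of 0.892 and a gene significance of 0.855 and the lipocalin gene a module membership of 0.957 and a gene significance of 0.843. The malic enzyme genes went in opposite directions: Solyc12g008430.3.1 had a module membership of 0.969 and a gene significance of 0.928, whereas Solyc08g066360.3.1 had a module membership of -0.922 and a gene significance of -0.796. From 35 DAF to MG in the endosperm, Solyc12g008430.3.1 had a log2 fold change of 7.22 (standard error 0.64, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.79e-15), whereas Solyc08g066360.3.1 fell from 6.60 ± 4.97 CPM to below the limit of detection, at least 46.8-fold.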

Another gene that is involved in longevity is *galactinol synthase 1* (*SlGolS1*), the first committed enzyme in the RFO synthesis (Additional file 1: Fig. S6A [14, 60, 71]). 

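SlGolS1 (Solyc01g100830.2.1) had a module membership of 0.942 and a gene significance of 0.816 in ME10. It rose in the embryo from 9.38 ± 6.74 CPM at 35 DAF to 937 ± 259 CPM at MG, a log2 fold change of 6.13 (standard error 0.49, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.60e-17). In the endosperm it rose from 128 ± 17.9 CPM at 35 DAF to 1412 ± 153 CPM at 49 DAF, a log2 fold change of 3.80 (standard error 0.44, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.29e-11). With TMM factors its highest embryo mean was at 49 DAF.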

No other transcript associated with RFO metabolism appeared in ME10 nor in the late maturation modules ME2, ME7 or ME4. The role of RFO is probably more complex in endospermic species as suggested by the expression of profile of both *GolS* and raffinose synthase genes (Additional file 1: Fig. S6). *SlSIP1* (*Solyc07g065980.3.*1), a raffinose synthase whose loss of function leads to decreased longevity in Arabidopsis [14], was highly expressed early during seed development and in the seed coat (Additional file 1, Fig. S6). 

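SlSIP1 (Solyc07g065980.3.1) had 10.7 ± 1.22 CPM in whole seeds at 15 DAF and 18.1 ± 1.49 CPM at 21 DAF, its highest mean. In the seed coat it had 11.6 ± 3.02 CPM at 35 DAF and 5.13 ± 2.27 CPM at 42 DAF, a log2 fold change of -1.83 (standard error 0.40, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000180). At 35 DAF, the log2 fold change of seed coat over embryo was 3.92 (standard error 0.49, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.39e-10). With TMM factors, the seed coat at 35 DAF had its highest mean. Its fall in the seed coat had an adjusted p of 0.0681 (range over the alternatives 1.40e-05 to 0.0681) without replicate 2 (edgeR, Benjamini-Hochberg adjustment).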

Another *GolS* (*Solyc01g079170.3.*1) and several raffinose synthase genes were also highly expressed in the seed coat, suggesting that RFO metabolism might have additional roles during seed development besides protecting cellular structures in the dry state.

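The galactinol synthase gene Solyc01g079170.3.1 had 262 ± 71.7 CPM in the seed coat at 35 DAF and 5.90 ± 2.41 CPM at 49 DAF, a log2 fold change of -6.00 (standard error 0.55, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.47e-14). Its log2 fold change of seed coat over embryo at 35 DAF was 2.80 (standard error 0.47, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.29e-07). Of the raffinose synthase genes, Solyc07g007930.3.1 rose in the seed coat from 7.86 ± 2.28 CPM to 128 ± 45.1 CPM over the same period, a log2 fold change of 3.50 (standard error 0.82, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000347). At 35 DAF, Solyc02g086530.4.1 had 17.0 ± 9.52 CPM in the seed coat and 56.6 ± 37.5 CPM in the endosperm, a log2 fold change of seed coat over endosperm of -1.37 (standard error 0.46, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00728), for which DESeq2 gave a Benjamini-Hochberg adjusted p of 0.183 (range over the alternatives 0.000910 to 0.183). Solyc03g112500.4.1 had 0.954 ± 0.618 CPM in the seed coat at 35 DAF and was highest in the endosperm at 42 DAF (20.4 ± 13.0 CPM).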

Maximum longevity, measured as P50 using storage conditions at 75% RH and 35 °C, was over 80 days. According to a recent longevity survey based on ageing at 60% RH, 35 °C, such high value would place tomato seeds in the long life span category, considering that the medium P50 of this category is 50d [72]. Longevity kept increasing well after the red fruit stage, considered to be the stage corresponding to maximum seed vigour [11, 73]. This result is different from a previous study on the same cultivar, which showed that after ca. 55d of development, seeds did not exhibit a further increase in longevity during storage at 40 °C, 14% moisture [73]. Such difference could not be explained by dormancy as argued before [73] because here, stored seeds were imbibed in 30 mM KNO_3_ to release dormancy. The progressive increase in longevity was concomitant to the release in dormancy (Fig. 1). This partial release of seed dormancy was also observed by De Castro et al. 2006 [6]. In contrast to studies performed by Demir et al. 1992 [73] and Berry et al. 1991 [5], in our study seeds germinated at high percentages from 45 DAF onwards. Such discrepancies might be due to differences in the environment of the mother plant that might lead to differences in the speed at which dormancy is released. Indeed, in commercial seed production settings, germination speed doubled between 45 and 70 days after pollination when developing seeds were harvested from plants grown in a rainy season with low light, warm temperature and high humidity [13]. In comparison, germination reached a maximum value after 50 days after pollination in seeds harvested from plants grown in the winter season, with twice as much light but 10 °C lower than in the rainy season [13]. Differences might also arise from the nutritive solution as the level of nitrate applied during fruit development had a profound effect on dormancy [36, 74]. In other species, the maternal environment was also found to influence seed longevity [14, 31].

### Dormancy and longevity might be controlled by pleiotropic hub genes

The temporal increase in germination reflecting the release in dormancy was concomitant with the increase in longevity. The apparent negative correlation (Fig. 1) might reflect common regulatory processes controlled in part by pleiotropic genes rather than temporal coincidence. The existence of such genes have been reported before [22, 24, 75]. In this study, a number of genes were found whose expression was highly correlated with both seed traits, being putative candidate genes that could have a pleiotropic function governing both dormancy and longevity. In the ME2 module, the presence of genes controlling flowering concurs with the concept of environmentally controlled pleiotropic role of flowering in dormancy [76]. Also we found *DORMANCY MAKER 1* (*DRM1*, *Solyc03g006360.3.1*), a auxin-regulated gene used as a marker of bud dormancy but not in Arabidopsis seed [77]. 

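DRM1 (Solyc03g006360.3.1) rose in the endosperm from 2.91 ± 1.06 CPM at 35 DAF to 416 ± 80.2 CPM at MG, a log2 fold change of 7.22 (standard error 0.51, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.07e-20). In the embryo it was not detectable at 35 DAF and at least 3206-fold higher at MG (432 ± 91.8 CPM). With dormancy release, DRM1 gave Pearson's r = 0.877 (permutation p = 0.000580, adjusted p = 0.00436) and Spearman's rho = 0.612 (permutation p = 0.0514, adjusted p = 0.179) in the endosperm and Pearson's r = 0.854 (permutation p = 0.00194, adjusted p = 0.00924) and Spearman's rho = 0.384 (permutation p = 0.246, adjusted p = 0.494) in the embryo. Without 2 stages r was 0.831 and 0.676.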

The GRAS domain of *PROCERA*, the only tomato DELLA gene, was also found to have a pleiotropic effect on dormancy and longevity [22]. 

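The coefficient of variation of log2(CPM + 1) of SlPROCERA over the 28 tissue and stage means was 0.189, under the limit of 0.2. Of the 23090 genes above 1 CPM, 7409 varied less. With TMM factors the coefficient was 0.169.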

*PROCERA* was not included in our network because the variability of its expression made it just below the threshold level to be retained in our analysis. However, *PROCERA* expression is consistent with a role as a putative regulator in both longevity and dormancy (Fig. 3j). The significance of a higher level of expression in the endosperm remains to be assessed. In Arabidopsis, a negative correlation between dormancy and longevity was found in mature seeds from 6 RIL populations, with GAAS5/DOG1 loci controlling both traits [24, 78]. In tomato, two homologues were found with different expression profiles. *SlDOG1–2* transcripts (*Solyc03g006120.4.1*) belonging to ME10 and expressed both in embryo and endosperm correlated negatively with the release of dormancy and increase in longevity (Fig. 3h), making it another potential candidate controlling both traits. 

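SlDOG1-2 had a module membership of 0.918 and a gene significance of 0.885 in ME10. Over the 11 stages of each tissue, SlDOG1-2 and dormancy release gave Pearson's r = 0.757 (permutation p = 0.0130, adjusted p = 0.0365) and Spearman's rho = 0.178 (permutation p = 0.598, adjusted p = 0.862) in the embryo, and Pearson's r = 0.241 (permutation p = 0.501, adjusted p = 0.602) and Spearman's rho = -0.324 (permutation p = 0.326, adjusted p = 0.581) in the endosperm. With longevity, it gave Pearson's r = 0.722 (permutation p = 0.0160, adjusted p = 0.0432) and Spearman's rho = 0.187 (permutation p = 0.579, adjusted p = 0.856) in the embryo and Pearson's r = 0.210 (permutation p = 0.560, adjusted p = 0.650) and Spearman's rho = -0.342 (permutation p = 0.299, adjusted p = 0.545) in the endosperm. Without the 2 stages farthest from the median trait value, r was -0.203 (embryo) and -0.876 (endosperm) with dormancy release, and -0.333 and -0.905 with longevity. The sign of r therefore depends on the 2 stages left out. The paper proposes SlDOG1-2 as a candidate for the control of both traits.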

Phylogenetic analysis of the DOG gene family in tomato is however necessary to decipher the role of DOG1 in dormancy because this gene was orthologous of *DOG-LIKE 3.*

### *ABI4* and *CHOTTO1* could be associated with the acquisition of seed vigour in the embryo

Our WGNCA analysis unveils sets of additional candidate hub genes that regulate seed vigour at the tissue level. In the embryo, three interconnected genes were found: two *SlABI4* genes and *CHOTTO1*. This is consistent with previous data showing that both genes are regulators of seed dormancy downstream of ABA and act in the same genetic pathway [57, 79], although *CHOTTO1* was reported to have a prominent role in repressing germination during imbibition and not during seed development. Since tomato seeds remain hydrated, a similar mechanism could be operating during tomato seed maturation. *ABI4* might be a gene that is more important during maturation than apparent from the literature because it was also identified in a maturation network associated with seed longevity in *M. truncatula* [15]. The precise concerted role of ABI4 and CHOTTO1 in regulating the release in dormancy and increase in longevity and why they act only in the developing embryo remains to be established. Putative leads could be that both genes constitute a cross-talk with GA [57, 79] and participate to glucose and nitrate response during germination, two metabolites regulating dormancy [80].

### The endosperm specific transcriptomic signature highlights diverse regulatory functions associated with seed vigour

In contrast to the embryo, the endosperm exhibits a large number of hub genes associated with seed vigour (Fig. 9h). Eighty-one percent of the ME4 genes were represented in the network compared to 18% of the embryo-specific ME7, suggesting a tighter co-regulation in the endosperm. The lack of connection between ME7 and ME4 in the network reinforces the idea of specific developmental trajectories with each tissues. The number and variety of GO terms associated with hormones (ABA, JA, ethylene, karrikins) suggest an important role of the endosperm in regulating seed vigour. Consistent with the high expression of *PROCERA* in the endosperm, the presence of additional genes involved in GA signalling pathway might be of significance to control seed vigour. Next to an enrichment of genes associated with defence (Fig. 9i), another intriguing observation that deserves further investigation is the significant enrichment of “gene silencing” GO term (Additional file 3: Table S2). It contains genes associated with the RNA-directed DNA methylation pathway and post-translational regulation of proteins, mechanisms known to regulate dormancy [81]. That the endosperm participates to the development of the embryo and to dormancy during imbibition is not new, but the fact that this role extends to late seed maturation and involves also longevity and germination under stress is intriguing. Altogether, this makes the tomato endosperm an excellent model to study how tissue interactions control a complex trait such as seed vigour.

## Conclusion

We constructed a high-resolution transcriptome atlas associated with the acquisition of seed vigour during maturation, using time series samples of embryo, endosperm, seed coat and whole seed, connecting seed age and fruit ripening stages. This WGCNA revealed temporal and spatial gene expression modules and identified a late maturation phase characterized by post-transcriptional regulatory processes. During this period, release of dormancy and acquisition of longevity and germination under stress are acquired concomitantly. The transcriptome reprogramming associated with desiccation tolerance appeared to be common between endosperm and embryo and partially conserved with other non-endospermic species. Co-expression analysis and gene vigour-trait based measure highlighted common and specific developmental trajectories in the embryo and endosperm that were correlated with dormancy, longevity and germination under stress. Among hub genes regulating seed vigour, ABI4 was specific to the embryo whereas genes associated with genome stability, defence against pathogens and ABA/GA signalling were specific to the endosperm. The list of candidate genes putatively controlling seed vigour point to a role of mRNA metabolism and post-transcriptional processes and flowering genes. Our data and co expression network serve as a valuable resource for the in-depth understanding of the dynamics of gene expression associated with the acquisition of seed vigour. This atlas can be data-mined and visualized using the eFP browser at BAR U Toronto at http://bar.utoronto.ca/efp_tomato/cgi-bin/efpWeb.cgi?dataSource=SEED_Lab_Angers.

## Methods

### Plant material

Seeds of *Solanum lycopersicum* cv. Moneymaker were obtained commercially from Ferme de Sainte Marthe, Angers, France. Plants were grown in 2017 and 2018 under controlled greenhouse conditions between November and May in Angers, France in 10 L pots containing substrate (Irish peat, perlite, coconut fiber; 50/40/10; v/v/v), watered with a nutrient solution and supplemented with 16 h of 250 μmol m^2^ s^− 1^ light. The day and night temperatures were maintained at > 23 °C/20 °C. Flowers were tagged daily at anthesis and developing fruits were harvested according to firstly their age from 15 to 49 DAF then their ripening stage from Breaker to Red Ripe, based on the hue colour at the equatorial and stylar regions (Additional file 1: Fig. S8). Hue colour was monitored using a colorimeter (CM-2600d, Konica Minolta, Tokyo). Mature green fruits were selected according to their position on the truss (i.e. the second fruit after the fruit at Breaker stage). Tomato seed vigour can vary according to the fruit position on the mother plant [82]. Therefore, for each developmental stage, 21–30 fruits from the 3rd to 6th trusses with first proximal and the 3 last distal fruits being discarded were harvested. For physiological analyses, seeds from at least 21 fruits from minimum 18 plants were immediately extracted by incubating the locular tissues for 1 h in pectolytic enzymes solution (Lafazym CL®, Laffort, France) followed by extensive washing with water to remove the remnants of fruit tissues. Thereafter, seeds were rapidly dried at 43% RH under airflow at room temperature then hermetically stored at 4 °C prior to seed phenotyping. For the transcriptomic analyses, seeds were manually extracted from the equatorial section of the fruit. The embryo, endosperm and seed coat were hand-dissected, immediately frozen in liquid nitrogen and stored at − 80 °C prior to RNA isolation.

### Seed trait phenotyping

Water content was determined gravimetrically on 3 to 5 replicates of 3 seeds by determination of fresh weight and dry weight after 2 days drying at 96 °C. To assess germination capacity, triplicates of 50 dried seeds were imbibed on filter paper (Whatman No1) in 9 cm diameter Petri dishes at 20 °C in the dark for 8 days. To assess germination under stressful conditions, dried seeds were imbibed in a polyethylene glycol (PEG 8000, Sigma) solution at − 0.3 MPa for 15 days [2]. Germination was scored daily as seeds exhibiting a protruded radicle of > 2 mm. To assess desiccation tolerance, seeds were imbibed at room temperature in 30 mM KNO_3_ and stratified at 4 °C for 5d to remove residual dormancy, then placed at 20 °C as mentioned above to assess germination. To test longevity, seeds were equilibrated at 75% RH for 7 d at 20 °C and then transferred to 35 °C in hermetically sealed bags. At various intervals of storage, 50 seeds were retrieved and imbibed using the desiccation tolerance protocol. Longevity was assessed as the storage time required for the seed batch to lose 50% of germination (P50) from the fit of a three-parameter log-logistic model using R.

### RNA sequencing and transcriptome analysis

Total RNA was extracted from 10 to 20 freshly harvested seeds in three biological replicates using the NucleoSpin® RNA Plant and Fungi kit (Macherey-Nagel, Düren, Germany), according to the manufacturer instructions (protocol 5.1) without the incubation step at 56 °C using the following recommended sample type: alfalfa for embryo, potato tuber for the endosperm and grape vine leaf for seed coat. RNA quantity was measured using a NanoDrop ND-1000 (NanoDrop Technologies) and quality (RIN > 7.1) was assessed using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). cDNA library preparation and single-end sequencing (SE50, 20 M) were conducted by Beijing Genomics Institute (https://www.bgi.com) using the DNBseq™ technology. After quality control, high quality reads were mapped on tomato genome reference SL4.0 [83] with gene models from ITAG 4.0 using quasi-mapping alignment of SALMON, version 0.14.1 [84]. For gene expression analysis, raw RNA-Seq data were first normalised as counts per million (CPM) using cpm function in edgeR package [85]. Transcripts with an average above 1 CPM in at least one developmental stage/tissue and with a coefficient of variation of log2 CPM > 0.2 among all sample types (tissues types and developmental stages) were retained for further analysis, resulting in 15,173 genes. Transcripts that were at least 10-fold more abundant in whole seeds and seed tissues compared to fruit, leaves, root and flower transcriptomes [26, 43, 44] were considered as “seed preferentially expressed”. Likewise, genes were defined as preferentially expressed in specific seed tissues if they were at least 10 times more expressed than in any other seed tissues. Differentially expressed genes (DEGs) were determined using DESeq2 package (v1.22.2) in R [86]; genes with log_2_FC > 1 or < − 1 and BH < 5% were considered as differentially expressed. Gene annotation was assigned according to the ITAG4.0 and GO terms, which were obtained using OmicsBox (https://www.biobam.com/omicsbox/). GO enrichment analyses were performed using the topGO package (v2.34.0) in R [87] applying a Fisher’s exact test and using the weight01 method. GO terms with a *p*-value < 0.001 were considered significantly enriched.

The expression data were summarized using RPKM and databased at the BAR at the University of Toronto. An image was generated using Adobe Photoshop as described in Winter et al. 2007 [88] and an XML file was generated to associate the RNA-seq samples with regions of the image. RNA-seq data may be viewed on a gene-by-gene basis by entering the gene identifier at http://bar.utoronto.ca/efp_tomato/cgi-bin/efpWeb.cgi?dataSource=SEED_Lab_Angers

### Gene co-expression network analyses and quantification of module-physiological trait associations

Co-expression network modules and hub genes were identified using the WGCNA package (v1.68) in R [40]. The automatic one step network construction was used for module detection, the power (soft threshold) was set to 26, minModuleSize to 30, maxBlockSize to 20,000, mergeCutHeight to 0.20 and TOMType was unsigned. The edge adjacency threshold was set at 0.15 and the resulting network containing 6399 nodes and 411,826 edges was visualized using a prefuse force directed layout in Cytoscape (v 3.7.1). Modules significantly associated with seed physiological trait were identified using a Pearson correlation between eigengenes expression profiles with physiological traits.

In the correlated modules, important genes were identified using gene significance (GS) measured as Pearson correlation between individual genes and physiological seed trait and module membership (MM) measured as Pearson correlation between the module eigengene and the gene expression profile. Using the GS and MM measures, identification of genes that have a high significance for the trait of interest as well as high module membership in interesting modules were allowed. Identification of embryo or endosperm genes correlating with seed physiological trait was carried out by calculating Pearson correlation between the gene expression and the physiological traits for both tissues separately. Genes with a correlation greater than 0.8 or less than 0.8 were then projected onto the gene networks in Cytoscape.

## Supplementary Information

**Additional file 1: Figure S1**. Evolution of germination of seeds harvested at indicated stages and rapidly dried at 44% RH. **Figure S2.** Loss of viability during storage at 75% RH, 35 °C for seeds harvested at indicating fruit ripening stage. **Figure S3.** Expression profiles of key regulatory genes during seed development. **Figure S4.** Two-step procedure for WGCNA module detection. **Figure S5**. Evolution of transcript levels encoding genes involved in ABA synthesis during seed development. **Figure S6**. Evolution of transcript levels encoding of galactinol synthase and raffinose synthase during seed development. **Figure S7**. RNAseq sample dendrogram and heatmap of seed traits. **Figure S8**. Changes of hue colour during tomato fruit ripening at indicated fruit region.

**Additional file 2: Table S1**. WGNCA module gene list

**Additional file 3: Table S2.** Overrepresentation analysis of biological function in the 21 genes modules

**Additional file 4: Table S3.** Module membership and gene significance associated with desiccation tolerance, dormancy release, germination under osmotic stress and longevity (P50).

**Additional file 5: Table S4.** ME10 genes associated with desiccation tolerance and ABI3 regulon

**Additional file 6: Table S5.** Overrepresentation analysis of biological functions specific or common in top connected genes (MM > 0.9) in ME2 positively associated (GS > 0.85) with dormancy release (DR), germination under osmotic stress (G0.3MPa) and longevity (P50)

**Additional file 7: Table S6.** Overrepresentation analysis of biological functions in specific or common genes positively associated with dormancy release (DR), germination under osmotic stress (G0.3MPa) and longevity (P50) in ME4.

## Data Availability

The tomato cultivar used in this article is commercially available. Seeds were purchased at “Ferme de Sainte Marthe” according to the French and European legislation. No further permission was therefore needed. The datasets supporting the conclusions of this article are available in the NCBI Gene Expression Omnibus repository, (GSE155838 and [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155838]) and in the eFP Browser. http://bar.utoronto.ca/efp_tomato/cgi-bin/efpWeb.cgi?dataSource=SEED_Lab_Angers The datasets supporting the conclusions of this article are included within the article and its additional files. Datasets obtained from web-based sources and subsequently analysed in this study are as follows. The tomato genome reference SL4.0 is available at ftp://ftp.solgenomics.net/tomato_genome/annotation/ITAG4.0_release/. The Dataset accessions that were used to determine seed-specific expression were **PRJNA391024 (**High-resolution spatiotemporal transcriptome mapping of tomato fruit development and ripening**), PRJNA282940 (**GEO: **GSE68500,** HsfA2 controls the activity of developmentally and stress-regulated heat stress protection mechanisms in tomato male reproductive tissues**) and PRJNA307656 (**GAME9 regulates the biosynthesis of steroidal alkaloids and upstream isoprenoids in the plant mevalonate pathway **available at** https://www.ncbi.nlm.nih.gov/bioproject/

## Abbreviations

ABA: Abscisic acid
CPM: Counts per million
DAF: Days after flowering
DEG: Differentially expressed genes
DT: Desiccation tolerance
DW: Dry weight
Em: Embryo
End: Endosperm
GA: Gibberellic acid
GO: Gene ontology
GS: Gene significance
JA: Jasmonic acid
LALF: LEC1, ABI3, FUS3, and LEC2
ME: Module eigengene
MM: Module membership
PCA: Principal component analysis
PCC: Pearson’s correlation coefficient
QTL: Quantitative trait loci
RFO: Raffinose family oligosaccharide
RH: Relative humidity
RIL: Recombinant inbred line
RNA-seq: RNA sequencing
S: Seed
SC: Seed coat
TCA: Tricarboxylic acid
TF: Transcription factor
WGCNA: Weighted gene coexpression network analysis

# Supplementary material for: Gene co-expression analysis of tomato seed maturation reveals tissue-specific regulatory networks and hubs associated with the acquisition of desiccation tolerance and seed vigour
**Source:** BMC Plant Biol. 2021 Mar 1;21:124. doi: 10.1186/s12870-021-02889-8
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Evolution of germination of seeds harvested at indicated stages and rapidly dried at 44% RH. Figure S2. Loss of viability during storage at 75% RH, 35 °C for seeds harvested at indicating fruit ripening stage. Figure S3. Expression profiles of key regulatory genes during seed development. Figure S4. Two-step procedure for WGCNA module detection. Figure S5. Evolution of transcript levels encoding genes involved in ABA synthesis during seed development. Figure S6. Evolution of transcript levels encoding of galactinol synthase and raffinose synthase during seed development. Figure S7. RNAseq sample dendrogram and heatmap of seed traits. Figure S8. Changes of hue colour during tomato fruit ripening at indicated fruit region.

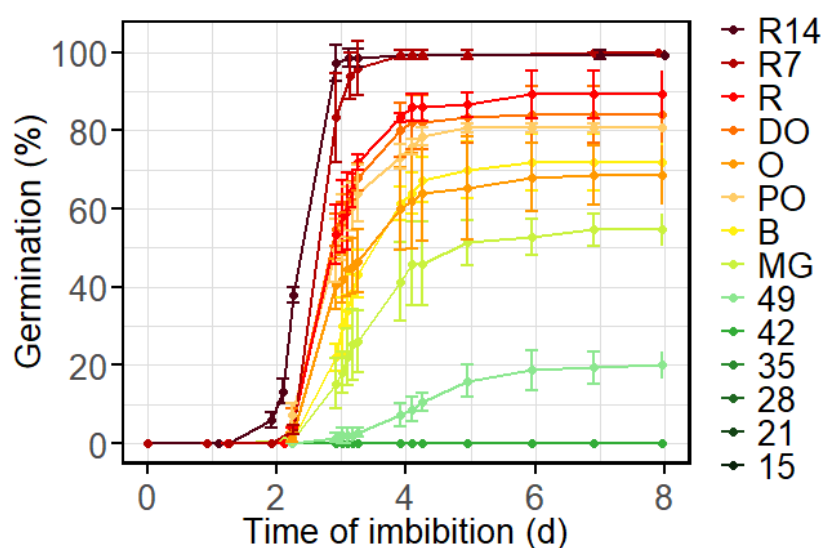

Figure S1: Evolution of germination of seeds harvested at indicated stages and rapidly dried at 44 % RH. Seeds were imbibed in water at 20°C in the dark. Data are the mean of 3 replicates of 50 seeds. 15, 21, 28, 35, 42 and 49 correspond to days after flowering. Fruit ripening stages: MG, mature green; B, breaker; PO, pale orange; O, orange; DO, dark orange; R, red; R7, red plus 7 days; R14, red plus 14 days

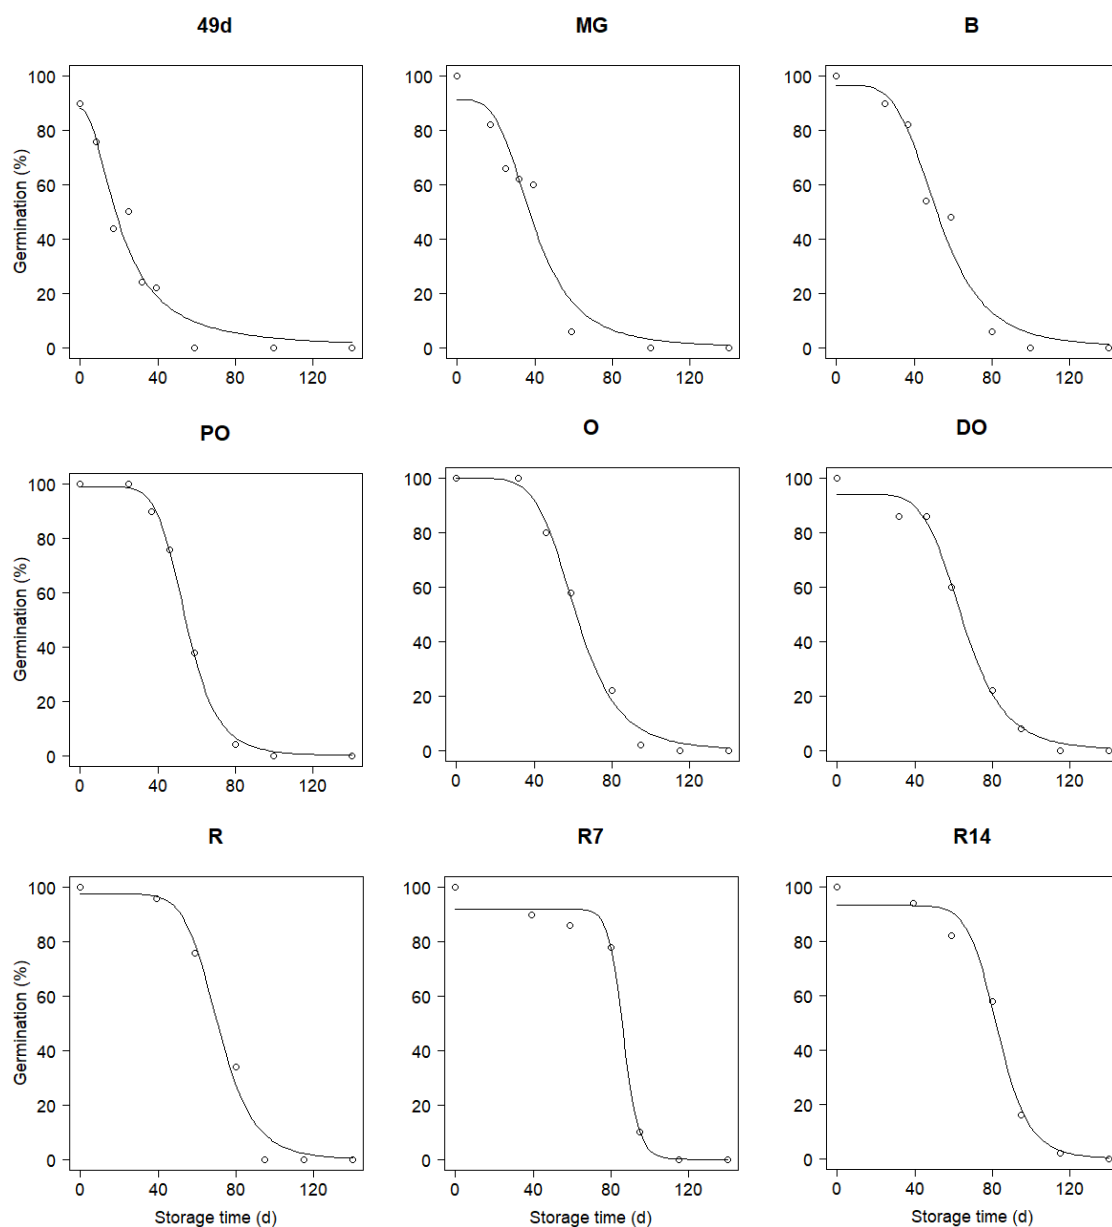

Figure S2 Loss of viability during storage at 75% RH, 35°C for seeds harvested at indicated fruit ripening stage. Viability was measured as germination at 20°C in the dark in the presence of 30 mM KNO<sub>3</sub>. Data (n= 50 seeds) were fitted with a three-parameter log-logistic model to calculate P50, the storage period necessary to obtain 50% germination.

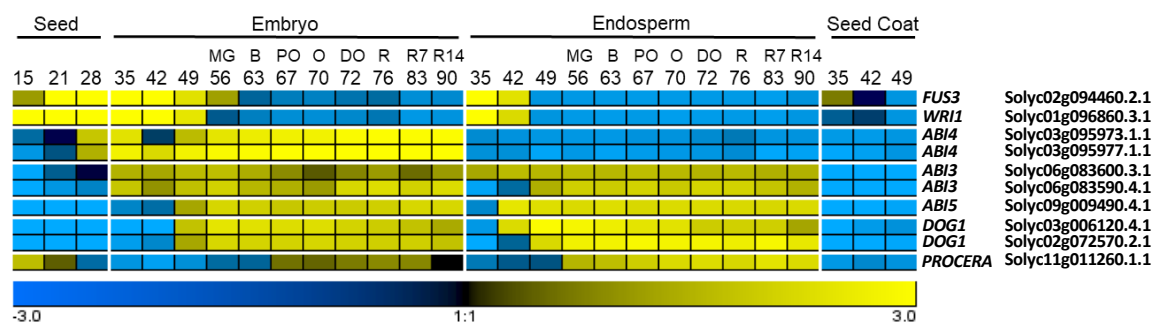

Figure S3 : Expression profiles of key regulatory genes during seed development. Seeds or seed tissues were harvested at the indicated days after flowering. The corresponding fruit ripening stage is also shown. Data represent the log<sub>2</sub> CPM+1 value after mean centered normalization.

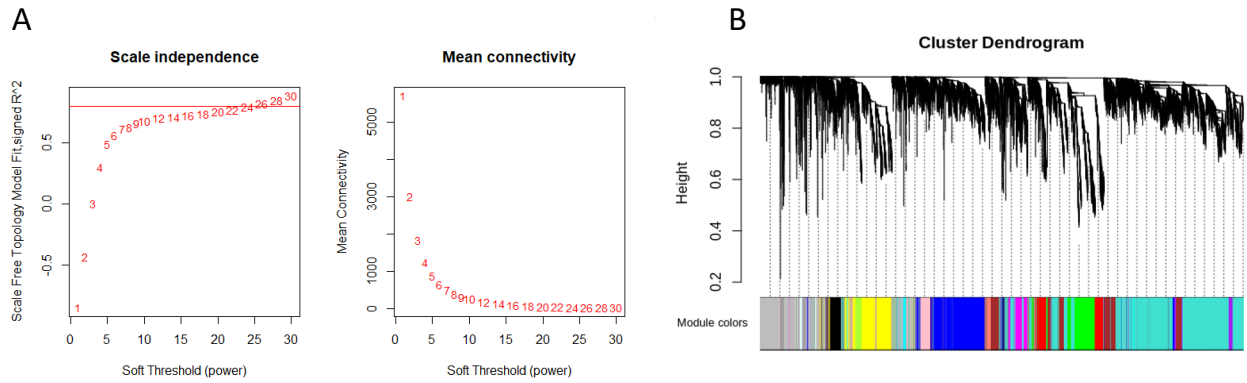

Figure S4 : Two step procedure for WGCNA module detection. **a.** Selection of the soft thresholding power with scale independence and mean connectivity. Power 26 was chosen for which the fit index curve reached a value  $>0.8$ . **b.** Cluster dendrogram and module assignment. Twenty-one modules were identified and represented in color underneath the dendrogram.

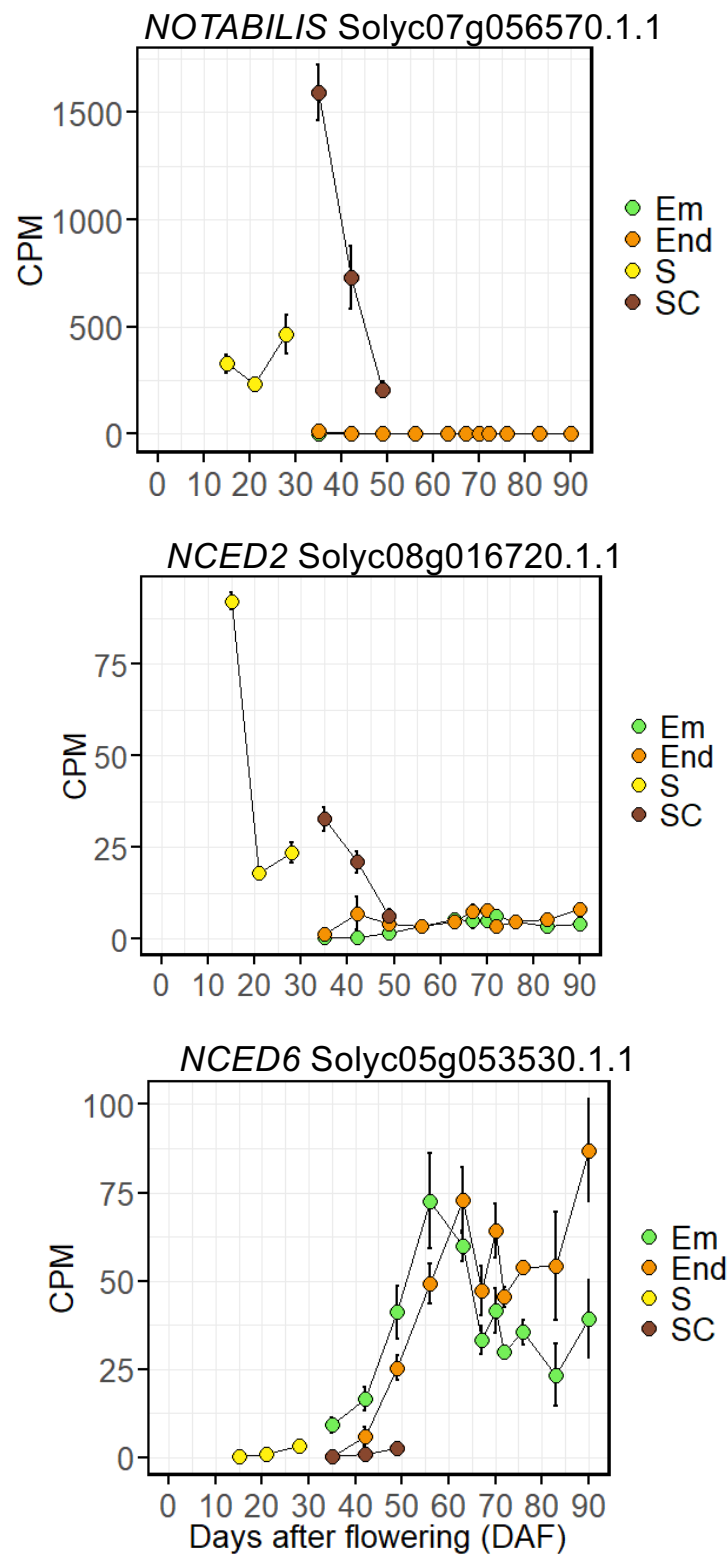

Fig. S5 Evolution of transcript levels encoding genes involved in ABA synthesis during seed development. All genes belong to ME1. Em, embryo; End, endosperm, S, whole seeds, SC, seed coat.

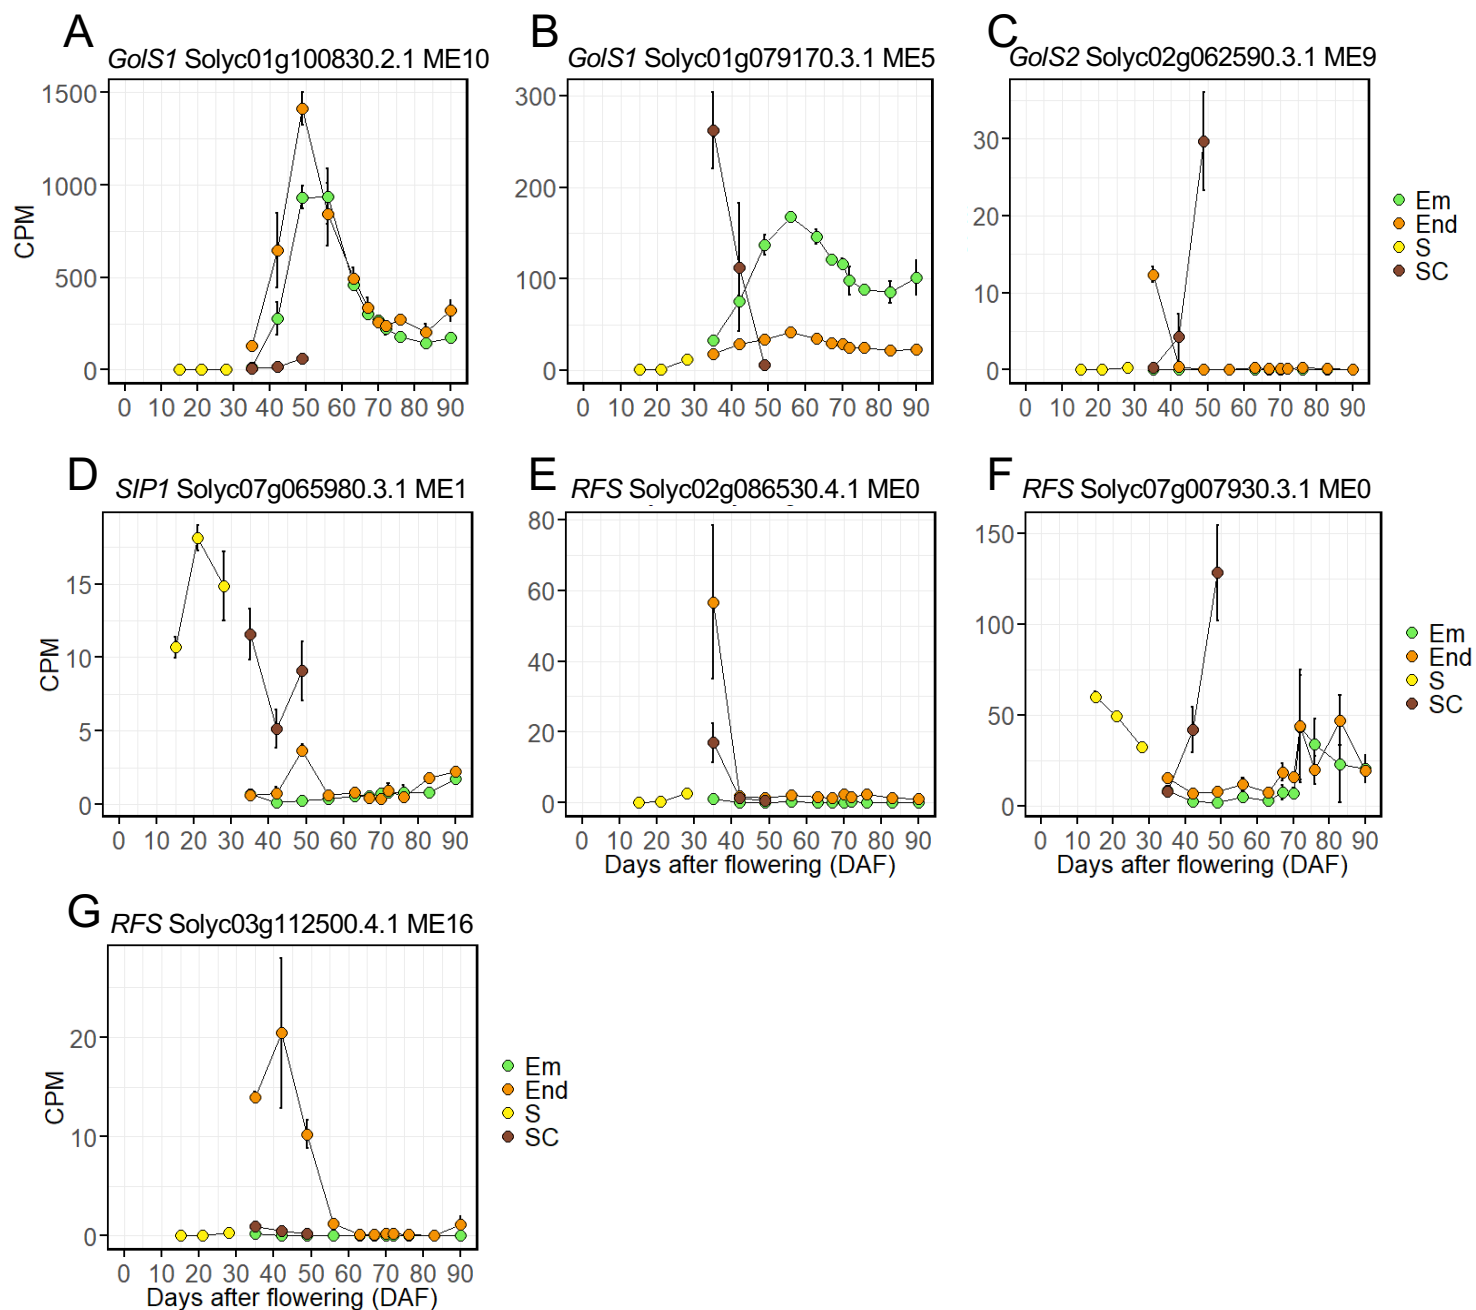

Fig. S6 Evolution of transcript levels encoding galactinol synthase (GoIS) (A-C) and raffinose synthase (RFS) during seed development (D-G). Module eigengene (ME) are indicated. Em, embryo; End, endosperm, S, whole seeds, SC, seed coat.

Sample dendrogram and trait heatmap

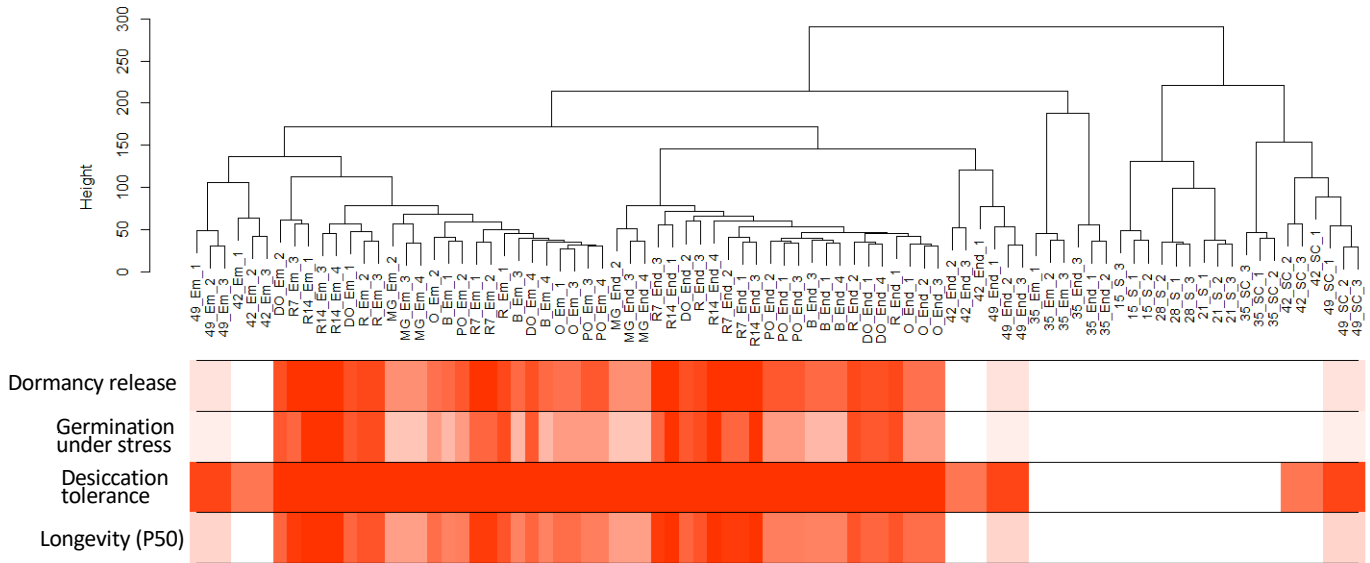

Figure S7 : RNA seq sample dendrogram and heatmap of seed traits. The clustering was based on the expression profiles. The red intensity was proportional to the different seed traits, namely dormancy release, germination under stress, desiccation tolerance and longevity. Em, embryo; End, endosperm; S, whole seed; SC, seed coat; 15, 21, 28, 35, 42 and 49 correspond to days after flowering. Fruit ripening stages: MG, mature green; B, breaker; PO, pale orange; O, orange; DO, dark orange; R, red; R7, red plus 7 days; R14, red plus 14 days

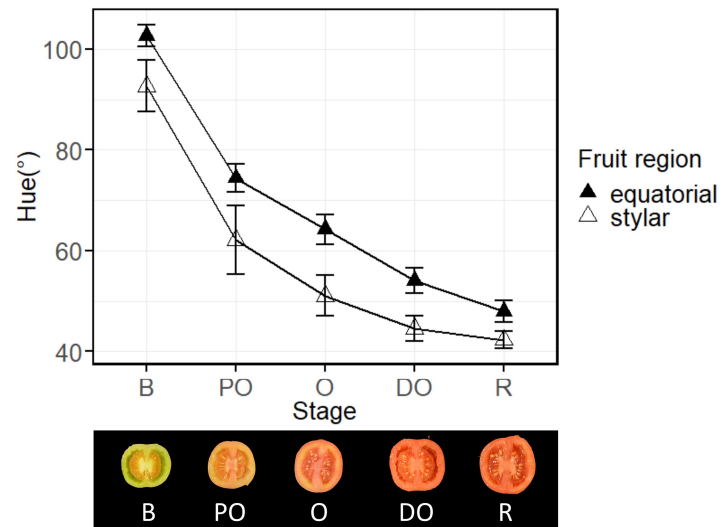

Figure S8 : Changes of hue color during tomato fruit ripening at indicated fruit region. B, breaker; PO, pale orange; O, orange; DO, dark orange; R, red.

How the deposited data were processed for this re-analysis (not part of the article)

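RNA was measured in 84 libraries of tomato seeds, 3 for each of 28 combinations of tissue and stage, as listed in the sample titles. Per the Methods, the authors kept high-quality single-end reads, from a BGISEQ-500 according to the sample records, and quantified them with Salmon against the transcripts of the ITAG 4.0 annotation of genome SL4.0. The deposited table holds the resulting estimated counts of 33976 genes in 1 column per library. The authors did not scale these counts between libraries or filter genes, since the column totals differ and 1928 genes with 0 counts in each library are listed. Of the values, 10.5% are not whole numbers. Reads were not used here, and no genome sequence was at hand, so gene length, GC content and the division of reads between paralogs were not analysed here.

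The totals per library ranged from 16908779 to 22734330 counts, with a median of 21199645. A gene with 3 counts or fewer in each library of a group was taken as not detectable, and a fold against such a group is given as a lower bound. Spread is the SD of 3 libraries, and the standard error of a log2 fold change comes from the model fit.

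CPM was calculated from library totals in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. For the 1008 genes of Table S1 that were held, CPM in 27 libraries was checked against the table, with a largest relative difference of 5.08e-06. The expression filter kept genes with a mean above 1 CPM in at least 1 group, and the variation filter a coefficient of variation above 0.200 of log2(CPM + 1) over the group means. The PCA used these genes, centred and scaled, with 1 point per group. A gene was taken as preferential for a dissected tissue when its highest stage mean there exceeded 1 CPM and was at least 10 times that of each other dissected tissue.

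Module lists came from the supplementary tables, because WGCNA was not at hand and module detection was not repeated. Eigengenes are first principal components over all libraries. The network used topological overlap with a power of 26 and a threshold of 0.150, calculated by matrix algebra. Supplementary tables were held in part, with 1008 of 15173 genes of Table S1 and 343 of 15173 in the ME10 sheet of Table S3, so no overlap with other gene lists was tested from them. Trait values were read by eye from Fig. 1 and related to log2(CPM + 1) from library totals, except where TMM factors are named. Relations with traits are Pearson's r and Spearman's rho over stage means, with permutation p from 100000 resamples of the ages, a smallest possible p of 1e-05, and Benjamini-Hochberg adjustment within the modules or within the named genes. Each r was also calculated without the 2 ages whose trait values lie farthest from the median. Scores of the PCA against age were tested with exact permutations. The relations of dim1 with age, and those of 4 genes named by the paper with germination at −0.3 MPa in the embryo, are not reported here.

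Counts, rounded to whole numbers, were tested in R 4.3.3 with edgeR 4.0.16: filterByExpr, TMM, a quasi-likelihood fit of all libraries with 1 coefficient per group, and Benjamini-Hochberg adjustment over 24676 genes. Genes with an absolute log2 fold change above 1 and an adjusted p under 0.0500 were counted. The comparisons were consecutive stages within a tissue, embryo against endosperm at each stage, and the spans that the text names. Differences between embryo and endosperm in the change from a stage to the next were tested as contrasts of the same fit. DESeq2 1.42.0 with its size factors was the main alternative test.

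Some steps were tested on simulated data with known answers, but not the filters, the differences between embryo and endosperm in the change between stages, the splits into higher and lower calls or the marker shares. The rule for preferential genes recovered 200 of 200 planted genes, and the trait relation 200 of 200. The topological overlap equalled its definition for 3540 of 3540 ordered pairs of genes. In noise, 12 of 200 genes had a permutation p under 0.05. Of 200 simulated changes, edgeR recovered 199 with 13 wrong calls among 24715 genes, and DESeq2 199 with 11. These simulated counts had the same dispersion for each gene and large changes in well-detected genes. They had no shift in composition between the stages compared and no outlying library. They do not show how many changes the fits recover in the real data.

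The genes named in the text are those that the paper names with an identifier in its text, Table 1 or its figures. Added to them are, for the step from 49 DAF to MG in each tissue, the 2 genes with the largest rise and the 2 with the largest fall among genes past both thresholds with a mean of at least 10 CPM at the higher stage and no overlap between libraries. This rule, the tests of changes between stages and tissues, the tests of relations with traits, the seed coat marker list, the comparison with age and most alternatives were set before the data were examined. The tests of differences between embryo and endosperm in a change between stages, of library sizes and of scaling were chosen later. The alternatives were TMM factors in the CPM, a pseudocount of 0.100, other filters, libraries or group means, DESeq2, no filter on low counts, fits of only the groups compared, a replicate block, no fold change threshold, shifted trait values and leaving out each replicate in turn. Alternatives chosen after seeing the data were library totals without TMM factors, edgeR with estimateDisp before the fit, the coefficient of variation of log2 of the group mean CPM, single libraries left out at the step from O to DO, absolute values of module membership and gene significance, and those for the differences between embryo and endosperm. GO enrichment, module detection, the physiological measurements and data from other species were not analysed here, since the count table does not hold what they need.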

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

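The test of the difference between embryo and endosperm, and the tests of library size and scaling below, were chosen only after the results of each tissue were seen.

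The change from a stage to the next was compared between embryo and endosperm with edgeR's quasi-likelihood test of the difference of the changes, with Benjamini-Hochberg adjustment. It differed by more than 1 on the log2 scale, with an adjusted p under 0.05, in 3072 genes from 35 to 42 DAF, 2018 from 42 to 49 DAF and 898 from 49 DAF to MG. From MG to B there were 13 such genes, from O to DO 14, from R to R7 11 and from R7 to R14 5. In the steps from B to PO, PO to O and DO to R there were 0, with 373, 511 and 1161 genes at an unadjusted p under 0.05.

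From 35 to 42 DAF, a fit of the 12 libraries alone gave 2403 genes. When stages were assigned anew within each tissue, 4 of the 100 splits of the 12 libraries gave as many genes with an adjusted p under 0.05, the real one included, and the 3 others kept the real stages in 1 tissue. From 42 to 49 DAF the fit gave 745 genes and 5 of 100 splits as many, and from 49 DAF to MG 805 genes and 4 of 100. Splits that keep the real stages in 1 tissue hold a real change in that tissue, and they made up 4 and 3 of these. No split without the real stages in either tissue reached the count in these 3 steps. The share of splits is under 5% from 35 to 42 DAF and from 49 DAF to MG, which argues against a random assignment of the libraries. From 42 to 49 DAF it is at this limit. The share does not test whether the change differs between the tissues. Splits with the real stages in 1 tissue reached up to 4986, 5366 and 2753 genes in the 3 steps, in order of age. From O to DO the fit gave 14 genes, reached by 6 of 100 splits, 5 of them with the real stages in 1 tissue and none with the real stages in neither. In the steps from MG to B, R to R7 and R7 to R14 the fit of 12 libraries gave no gene, so each of the 100 splits reached as many. Why the fit of all libraries gave genes in these steps was not tested.

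Leaving out a replicate changed these counts. Without replicate 2 there were 1678 genes from 35 to 42 DAF, 257 from 42 to 49 DAF and 140 from 49 DAF to MG. From 42 to 49 DAF there were 612 genes without replicate 3 and 3284 without replicate 1. From MG to B no gene was left without replicate 1 or replicate 2 (1153 and 664 at an unadjusted p under 0.05), and from O to DO no gene without replicate 2 or replicate 3 (536 and 2732). The last steps went from 0 without replicate 2 (839 and 473 at an unadjusted p under 0.05) up to 99 without replicate 1 (R to R7) and 517 without replicate 3 (R7 to R14). These late counts thus depend on single replicates.

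For the step from 49 DAF to MG, library size argues little, since the totals of the 12 libraries span 0.0669 on the log2 scale. The scaling is not the whole source either, since library totals in place of TMM factors gave 1220 genes. How many genes differ did depend on it. Tissue of another type in a dissected sample was not tested for this pattern, and neither were reads shared between paralogs or gene length and GC content. A difference between the tissues themselves, which the design names, stays among the open explanations.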

How the results depend on the processing

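The tests of library splits were part of the method from the start, and library totals without TMM factors, edgeR with estimateDisp and single libraries left out from O to DO were chosen only after the result was seen.

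The 62 counts, shares and correlations that answer a comparison were recalculated under 502 alternatives, and 385 of these kept the side of the threshold, stayed within 1.5 times a count or moved by less than the SD between replicates. Except where a reason is given, the cause of the changes listed here was not tested. The correlations over all groups of ME10 with desiccation tolerance and of ME2 with dormancy release, germination at −0.3 MPa and longevity kept their direction under each alternative run. They stayed past the threshold, apart from ME10 with desiccation tolerance over endosperm stage means alone, r = 0.870 (permutation p = 0.0600), where fewer ages enter the permutation. Leaving out 2 stages within a tissue is not among these alternatives. It gave ME10 with desiccation tolerance r = -0.389 (embryo) and -0.641 (endosperm). Most of the stages left had complete desiccation tolerance, so these signs say little about its acquisition.

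With TMM factors in the CPM, dim1 of the PCA held 49.8% in the embryo and 52.6% in the endosperm. The ME10 hub genes were 67 instead of 106, the ME2 genes above 0.85 with all 3 traits 46 instead of 82, and the genes above 0.8 with these traits 829 in the embryo (2017 with library totals) and 1249 in the endosperm (2001). The coefficient of variation of SlPROCERA was 0.169. With a pseudocount of 0.1, 9366 genes passed the filter, the network had 1351 nodes and 11150 edges, and dim1 held 40.2% (all groups), 52.3% (embryo) and 54.9% (endosperm). With genes centred only, these shares were 50.2%, 63.6% and 65.9%, and with single libraries 37.8%, 35.7% and 42.8%. All genes with a mean above 1 CPM gave 35.2% over all groups and 50.6% in the embryo. Without a replicate, dim1 held from 38.9% to 39.6% (all groups), 40.2% to 44.0% (embryo) and 49.4% to 49.5% (endosperm).

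Over the 28 group means the network had 933141 edges and 125 ME2 genes passed 0.85 with all 3 traits. Over 33 libraries, 1269 genes in the embryo and 1192 in the endosperm passed 0.8. The mean over the stages gave 327 embryo-preferential and 731 endosperm-preferential genes, and a level above 5 CPM 328 and 675, where fewer genes qualify.

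Without the fold change threshold, 4836 embryo and 7837 endosperm genes changed from 49 DAF to MG, since more genes qualify. Under the other alternatives set in advance these counts stayed within 1.5 times, and over the fits without 1 of the 6 libraries they ranged from 1229 to 2034 and from 2544 to 3713. With library totals the embryo count was 3848. DESeq2 gave 1775 genes in whole seeds from 21 to 28 DAF, 7 and 14 in the embryo from B to PO and PO to O (edgeR 0, with 1203 and 537 at an unadjusted p under 0.05), and 16 and 28 in the endosperm. Library totals gave 8409 in the seed coat from 35 to 42 DAF and 2 in the embryo from PO to O, and no filter on low counts gave 2 in the endosperm from B to PO. For the difference between the tissues from R to R7, no filter gave 7 genes and library totals 5. With estimateDisp, the embryo had 0 genes from DO to R (934 at an unadjusted p under 0.05), 75 from R to R7 and 3 from R7 to R14. In the endosperm it gave 0 from B to PO (831 at an unadjusted p under 0.05), 6 from PO to O, 13 from DO to R, 194 from R to R7 and 59 from R7 to R14.

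Leaving out each replicate in turn gave the following lowest and highest counts, with the replicate left out in parentheses: whole seed 15 DAF to 21 DAF 1629 (2) to 2450 (3) against 2856, whole seed 21 DAF to 28 DAF 999 (2) to 3087 (1) against 2867, seed coat 35 DAF to 42 DAF 2942 (2) to 4426 (3) against 4601, seed coat 42 DAF to 49 DAF 1280 (2) to 3934 (1) against 2938. In the embryo they were 42 DAF to 49 DAF 3096 (3) to 6495 (1) against 5110, MG to B 60 (2) to 308 (3) against 370, DO to R 0 (2) to 36 (3) against 4, R to R7 6 (2) to 724 (3) against 152, R7 to R14 1 (2) to 3097 (3) against 8, and in the endosperm 42 DAF to 49 DAF 2826 (3) to 6350 (1) against 4894, MG to B 80 (2) to 430 (3) against 486, B to PO 0 (2) to 2 (1) against 1, PO to O 0 (2) to 21 (1) against 15, O to DO 0 (2) to 187 (1) against 207, DO to R 1 (2) to 42 (1) against 37, R to R7 13 (3) to 655 (1) against 299, R7 to R14 0 (2) to 345 (1) against 96. At an unadjusted p under 0.05, the counts of 0 without replicate 2 were 376 (embryo DO to R), 501, 534, 745 and 1190 (endosperm B to PO, PO to O, O to DO and R7 to R14). Summed over the consecutive steps other than 49 DAF to MG, the counts ranged 22307 (2) up to 38941 (1) against 37622. The differences between embryo and endosperm ranged as follows: 35 DAF to 42 DAF 1678 (2) to 2699 (3) against 3072, 42 DAF to 49 DAF 257 (2) to 3284 (1) against 2018, 49 DAF to MG 140 (2) to 882 (1) against 898, MG to B 0 (1) to 15 (3) against 13, O to DO 0 (2) to 3 (1) against 14, R to R7 0 (2) to 99 (1) against 11, R7 to R14 0 (2) to 517 (3) against 5. The counts of embryo against endosperm stayed within 1.5 times. With 2 libraries per group, fewer genes reached the threshold in most of these fits, but some counts rose.

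From O to DO in the embryo, 950 genes changed, with 295, 0 and 1901 without replicate 1, 2 and 3 (1264 at an unadjusted p under 0.05 without replicate 2). Single libraries left out moved it from 0 (without DO replicate 2 or O replicate 1, with 1482 and 3663 at an unadjusted p under 0.05) to 2550 (without DO replicate 3), and without O replicate 3 it was 4. A fit of these 6 libraries alone gave 0 genes, with 1229 at an unadjusted p under 0.05.

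In 25 of 35 comparisons of 3 libraries with 3, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes with an adjusted p-value under 0.05. These were the steps of whole seeds and seed coats, those up to B in embryo and endosperm, PO to O and O to DO in the endosperm, and embryo against endosperm at the 11 stages. From B to PO in the endosperm, 2 of the 10 splits did. The 9 others, from B to R14 in the embryo and from DO to R14 in the endosperm, had no gene in a fit of 6 libraries, so 10 of 10 did. With 10 splits the share cannot fall below 10%, so these splits alone cannot exclude a random assignment.

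The mean log2 TMM factors of the groups compared, by which scaling moves the log2 change of a gene, differed by -0.14 and -0.24 in whole seeds, 0.66 and -0.12 in seed coats and -0.37, 0.25, 0.18 and 0.10 in the embryo (35 to 42 DAF, 42 to 49 DAF, MG to B, O to DO). The difference was -0.34 in the endosperm from 35 to 42 DAF. For embryo against endosperm it was -0.49, -0.52 and -0.27 at 35, 42 and 49 DAF, 0.12 at B, 0.15 at DO and 0.19 at R14. The split into higher and lower calls moved by over 10 points, with the split in TMM in parentheses. With library totals it was 1173/2077 (1517/1350) in whole seeds from 21 to 28 DAF and 6957/1452 (2282/2319) in seed coats from 35 to 42 DAF. For the embryo it was 1074/4867 (1801/3097), 2790/2591 (1766/3344), 3468/380 (820/931) and 234/156 (109/261) from 35 DAF to B, and for the endosperm 2080/5166 (3048/3785) from 35 to 42 DAF and 2789/1095 (1617/1662) from 49 DAF to MG. For embryo against endosperm it was 3801/7567 (5347/5262), 2558/6959 (4069/4083) and 2530/5743 (3459/4703) at 35, 42 and 49 DAF. DESeq2 gave 1111/814 (1354/1502) and 1150/625 in whole seeds, and 76/63 (101/51) and 186/108 (227/72) from R to R7 in embryo and endosperm. In small counts it gave 1/2 (2/2) from DO to R in the embryo, and 8/8 (1/0) from B to PO and 20/8 (14/1) from PO to O in the endosperm. The split also moved over the long span from MG to R14. With library totals it was 4724/1094 (3073/1883) in the embryo and 2128/1229 (1512/1621) in the endosperm. The directions in young tissues and over this span thus depend on whether the total or the bulk of the genes is held constant.

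Titles and sample codes number the replicates differently. The replicate block was tried with each numbering. Deviations from the stage mean in embryo and endosperm libraries with the same title number correlated with a median r of 0.365 over 33 pairs (from -0.392 to 0.566), and with the same code number 0.375 over 32 pairs (from 0.0335). Pairs with different title numbers had a median of -0.184. With either replicate block, the counts stayed within 1.5 times. Between stages, libraries with the same number had a median r of only 0.0754 by title and 0.0716 by code. A block shared by all stages therefore does not model the pairing within a stage. For embryo against endosperm, the block by code number instead paired the libraries of each stage. It is among the fits whose counts stayed within 1.5 times. The main test of embryo against endosperm, including that of SlDOG1-2 and SlABI3-2, leaves this pairing out.

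For single genes, 121 changes named in the text were recalculated under 968 alternatives, of which 904 kept direction and side of the threshold, 38 were weaker, 13 stronger and 13 reversed. DESeq2 made 2 weaker, fits of the groups compared alone 5 weaker and 7 stronger, library totals 4 weaker and 3 stronger, and most others came from leaving out a replicate. The reversed log2 fold changes all belong to changes that the main edgeR test did not separate from 0. They were: SlDOG1-1 Solyc02g072570.2.1 in embryo over endosperm at 42 DAF: -0.59 (without replicate 3) to 0.19 (without replicate 1); SlFUSCA3 Solyc02g094460.2.1 embryo 35 DAF to 42 DAF: -0.31 (without replicate 3) to 0.053 (without replicate 1); SlDOG1-2 Solyc03g006120.4.1 in embryo over endosperm at DO: -0.18 (without replicate 3) to 0.14 (without replicate 1); SlDOG1-2 Solyc03g006120.4.1 in embryo over endosperm at R14: -0.33 (without replicate 2) to 0.068 (without replicate 1), 0.072 (library totals); SlABI3-2 Solyc06g083590.4.1 in embryo over endosperm at DO: -0.27 (without replicate 1) to 0.052 (without replicate 3), 0.11 (library totals); SlABI3-2 Solyc06g083590.4.1 in embryo over endosperm at MG: -0.012 (without replicate 1) to 0.087 (without replicate 2); SlABI3-2 Solyc06g083590.4.1 in embryo over endosperm at R: -0.12 (without replicate 2) to 0.42 (without replicate 1); SlABI3-2 Solyc06g083590.4.1 in embryo over endosperm at R7: -0.55 (without replicate 3) to 0.41 (without replicate 2); SlABI3-1 Solyc06g083600.3.1 embryo 35 DAF to 42 DAF: -0.15 (library totals); SlABI3-1 Solyc06g083600.3.1 in embryo over endosperm at MG: -0.23 (without replicate 1) to 0.12 (without replicate 3), -0.025 (DESeq2). For SlDOG1-1 in embryo over endosperm at 42 DAF, library totals gave -0.93 (edgeR, Benjamini-Hochberg adjusted p = 0.0171), beyond the range listed. The stage of the highest mean moved with TMM factors for 27 of 79 genes, and for 26 when a replicate was left out.

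Each alternative set in advance was run. Depth limits the detection of genes under 3 counts, not the comparisons of the genes named as changed.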

Differences from the paper's values

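No test of a cause was run for the differences in this part, and alternatives chosen only after the values were seen are named as such.

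For the ME2 eigengene and longevity the paper's Fig. 6 gives a correlation of about 0.91 (read by eye), and the value here was 0.923 with an SD over replicates of 0.00929. Of the alternatives set before the data were examined, TMM factors in the CPM (0.907) and leaving out replicate 1 (0.916) closed the gap. The correlation over the 84 libraries in place of the group means (0.919) closed it too. A pseudocount of 0.1 (0.920), embryo stage means (0.964), endosperm stage means (0.953), shifted trait values (0.926) and leaving out replicate 2 (0.923) or replicate 3 (0.926) did not. Over the 84 libraries in place of the group means, r was 0.9186, which is within this SD of the paper's value. For the ME3 eigengene and desiccation tolerance, the paper's correlation is -0.82, and the value from the listed members was -0.867 (SD over replicates 0.0155). None of the alternatives set before the data were examined covered this value, so none closed the gap. Over the 84 libraries r of ME3 was -0.858, still farther from the paper's value than this SD. In Table 1, the paper's module membership of Solyc03g025810.4.1 is 0.979, against 0.9786 here, a difference beyond the SD over replicates of 0.000265. The values are equal when rounded to the digits of Table 1. None of the alternatives set before the data were examined covered it.

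Some values of the paper were met under an alternative. The paper's count of genes past the filters, 15,173, was reached with the coefficient of variation of log2 of the group mean CPM, chosen after seeing the values (15211 otherwise, 15166 genes shared). The paper's 45 ME2 genes above 0.85 with dormancy release alone were reached with TMM factors in the CPM, against 40 with library totals. The paper's correlation of 0.87 between ME10 and desiccation tolerance was also met over endosperm stage means (0.870) and without replicate 2 (0.8747). Over the 84 libraries it was 0.871, and that of ME2 with dormancy release was 0.931. With about 0.93 and about 0.85 in Fig. 6, read by eye, the ME2 correlation with dormancy release was met with a pseudocount of 0.1 (0.933) and without replicate 1 (0.9298), and that with germination at −0.3 MPa without replicate 1 (0.852). For the share of dim1 in each tissue, the paper's 43% was reached in the endosperm with single libraries (42.8%, and 51.1% otherwise) and in the embryo without replicate 2 (43.2%, and 44.2% otherwise). Over all groups Fig. 2 gives about 28% (read by eye) against 39.7%, and the lowest share among the alternatives was 35.2% with all genes above a mean of 1 CPM.

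Several statements on single genes differ from the values here. The paper places SlWRI1 higher in the endosperm, but at 35 DAF Solyc01g096860.3.1 had 246 CPM in the embryo and 60.0 CPM in the endosperm. The paper gives higher levels of the SlDOG1 genes in the embryo. At MG, Solyc02g072570.2.1 had 93.8 CPM in the embryo and 173 CPM in the endosperm, and at 42 DAF Solyc03g006120.4.1 had 1.51 and 67.6 CPM. Earlier, at 35 DAF, Solyc02g072570.2.1 was higher in the embryo, at 6604% of its seed coat level against 951% in the endosperm. For Solyc03g006120.4.1 these were 112% and 3792%. The paper places the peak of SlDOG1-2 at the last stage before MG, which holds in the endosperm (154 CPM of Solyc03g006120.4.1), while the embryo had its highest mean at MG (83.3 CPM).

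The paper describes SlFUSCA3 as no longer detectable at MG, where Solyc02g094460.2.1 had 5.74 CPM in the embryo. The paper lists the malic enzyme gene Solyc08g066360.3.1 among protective genes of ME10, but its correlation with desiccation tolerance was -0.796. The paper names SlBLH4 among genes correlated with germination under stress, and r of Solyc02g065490.4.1 over the embryo stages was -0.0595. The paper gives an r squared of 0.68 for module membership against gene significance in ME10. Across the 280 listed genes, which are not independent replicates, it was 0.9905 with signed values. With absolute values, chosen after the values were seen, Pearson's r was 0.685 (r squared 0.469), so the gap closes if the paper's number is an r of absolute values.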

Other observations

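The seed coat marker list, the comparison with age and the random orders of the stages were part of the plan, and the other tests of this part were chosen only after the result was seen.

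From O to DO, 936 genes rose in the embryo, 4 of which also rose in the endosperm, but the libraries of a stage differed. Relative to the mean at O, the median log2 difference of these genes was 1.00, 1.91 and -0.11 in the 3 libraries at DO, 0.03, 0.99 and 0.80 at R, -0.07, -0.03 and 1.29 at R7 and 1.72, 0.66 and 0.35 at R14. The genes were chosen for their rise at DO, so the values at this stage are not independent of the choice. Without DO replicate 2 no gene passed the thresholds from O to DO, with 1482 at an unadjusted p under 0.05. Of these genes, 876 had a higher mean in the 35 DAF embryo than at O. Among the genes named by the paper, Solyc07g041640.3.1 (GROWTH-REGULATING FACTOR 5) belongs to them.

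Library size argues little as the source of this spread. The totals of the 12 libraries from DO to R14 span 0.0768 on the log2 scale, although the deviations within stages went with the totals (Pearson's r = 0.560, permutation p = 0.0420; Spearman's rho = 0.762, permutation p = 0.0223; r = 0.736 without the 2 libraries farthest from the median). The source of this relation was not tested. The 10 most abundant genes shift other genes by at most 0.0379 on the log2 scale. Endosperm in the embryo samples would need levels above those of the embryo, but the median endosperm level of these genes was 18.1% of the embryo level at DO, with 138 genes higher in the endosperm. Seed coat markers were at 0.0931% of their seed coat level. They had been chosen for low levels in embryo and endosperm from MG to R14, so this value cannot argue against seed coat in the samples. For the genes that rose, the highest seed coat mean was at a median of 235% of the embryo level at DO. Younger embryos in the samples would need a share of 37.6% of 35 DAF embryo RNA (median of 698 genes). In 50 abundant genes of that age the share was 1.20% (highest 13.7%). These were chosen without the genes that rose from O to DO, which favours a low share, so younger embryos are not excluded. A mislabelled stage cannot be told apart from a difference between seed lots, since 4 of 8 stages had a range of library medians above 0.5, and no label names the fruits or the season of a library. No biological explanation was tested.

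With library totals, more genes rose than fell in the embryo from 49 DAF to MG, and the median change of log2(CPM + 1) over genes with a mean above 1 CPM in at least 1 of the 28 groups was 0.294. With totals taken without the 17 most abundant genes it was 0.0282. In the endosperm these values were 0.0957 and 0.0275 (14 genes left out). A candidate explanation for the excess of rises is therefore the falling share of a few abundant genes, found and tested on the same data.

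Genes above 0.8 with dormancy release, germination at −0.3 MPa and longevity rise with age as well. In the embryo 96.6% of them were above 0.8 with age in DAF alone, and in the endosperm 96.5%. Over the same 11 ages, r with age was 0.960 for dormancy release, 0.956 for germination at −0.3 MPa, 0.981 for longevity and 0.725 for desiccation tolerance. Of 100 random orders of the stages, 0 gave as many genes in the embryo and 0 in the endosperm (highest 235 and 189 genes). Of the genes above 0.8 with dormancy release, 2917 of 3290 in the embryo and 2846 of 3247 in the endosperm had a higher r with the trait than with age. For longevity these were 2802 of 3095 and 2876 of 3172, and for germination at −0.3 MPa 846 of 2350 and 505 of 2112. The counts thus show a steady change over maturation, and a link with a trait may be a link with age, which this design cannot separate.

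The 200 seed coat marker genes were at a median of 2.03% of their seed coat level in the endosperm at 35 DAF (quartiles 1.01% to 4.92%), 0.689% at 42 DAF and 0.963% at 49 DAF. In the embryo at 35 DAF the median was 0.807%. The 10 most abundant markers ranged from 0.290% to 46.6% in the endosperm at 35 DAF. A small amount of seed coat left on the endosperm and transcription of these genes in young endosperm cannot be told apart, since the markers were chosen against later stages. NOTABILIS (Solyc07g056570.1.1) in the endosperm was at 1.01% of its seed coat level.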
